# The Regulation of MicroRNA-21 by Interleukin-6 and Its Role in the Development of Fibrosis in Endometriotic Lesions

**DOI:** 10.3390/ijms25168994

**Published:** 2024-08-19

**Authors:** Maria Ariadna Ochoa Bernal, Yong Song, Niraj Joshi, Gregory W. Burns, Emmanuel N. Paul, Erin Vegter, Samantha Hrbek, Lorenzo F. Sempere, Asgerally T. Fazleabas

**Keywords:** endometriosis, microRNA-21, IL-6, inflammation, fibrosis

## Abstract

Endometriosis is one of the most common causes of chronic pelvic pain and infertility that affects 10% of women of reproductive age. It is currently defined as the presence of endometrial epithelial and stromal cells at ectopic sites; however, advances in endometriosis research have some authors believing that endometriosis should be re-defined as “a fibrotic condition in which endometrial stroma and epithelium can be identified”. microRNAs (miRNAs) are regulatory molecules that potentially play a role in endometriotic lesion development. There is evidence that suggests that miRNAs, including microRNA-21 (miR-21), participate in fibrotic processes in different organs, including the heart, kidney, liver and lungs. The objective of this study was to understand the role of miR-21 and the mechanisms that can contribute to the development of fibrosis by determining how IL-6 regulates miR-21 expression and how this miRNA regulates the transforming growth factor beta (*TGF-β*) signaling pathway to promote fibrosis. We investigated the expression of miR-21 in the baboon and mouse model of endometriosis and its correlation with fibrosis. We demonstrated that inflammation and fibrosis are present at a very early stage of endometriosis and that the inflammatory environment in the peritoneal cavity, which includes interleukin 6 (IL-6), can regulate the expression of miR-21 in vitro and in vivo.

## 1. Introduction

Endometriosis is an inflammatory, fibrotic and estrogen-dependent gynecological disorder characterized by endometrial-like tissue outside the uterus, mainly on the pelvic peritoneum, ovaries and rectovaginal septum. In rare cases, this endometrial-like tissue can be found in uncommon areas such as the pericardium, pleura, diaphragm or even the brain [1,2,3,4]. Endometriosis affects approximately 5–10% of women of reproductive age and is associated with pelvic pain and infertility [2,5]. Endometriosis has a varying degree of symptoms and is challenging to diagnose; it can take up to 7–10 years before the diagnosis [6], and the symptoms can vary widely. For some women, it is probable that endometriosis begins during their adolescent years and is diagnosed later in their adult life [7]. Women may be asymptomatic or present with a single or a combination of symptoms with different intensities that can easily be attributed to other conditions [5]. This is one of the factors that contribute to the delay of the diagnosis. One of the symptoms that is associated with endometriosis is painful menstruation (dysmenorrhea), which is widely experienced in adolescents affected by endometriosis. Some studies have suggested that dysmenorrhea at the early stages of adolescence could be associated with the subsequent development of endometriosis [8]. Other symptoms also associated with endometriosis are cyclical or non-cyclical abdominal pain, recurrent painful urination (dysuria), pain during and after sexual intercourse (dyspareunia), painful defecation (dyschezia), gastrointestinal discomfort and/or decreased libido [9]. Currently, there are no reliable biomarkers available to diagnose this disease. The peritoneal fluid in women with endometriosis contains abundant proinflammatory cytokines, particularly interleukin 6 (IL-6), which creates a chronic inflammatory state [10]. IL-6 is a soluble mediator with a pleiotropic effect on inflammation and immune response [11]. The activation of its receptor (IL-6R) triggers the activation of downstream signaling molecules, including signal transducer and activator of the transcription 3 *(STAT3)* [11,12,13]. *STAT3* is located in the cytoplasm until it is activated by phosphorylation. After activation, it translocates to the nucleus and binds to promoter regions for target gene expression [14]. *STAT3* is an important key transducer and regulator of genes that play important roles in processes such as cell development, proliferation, survival and inflammatory processes [15]. The role of *STAT3* during the development of endometriosis is unclear, but studies have shown high levels of phosphorylated *STAT3 (pSTAT3)* in the endometrium of women with endometriosis compared to controls [14]. Other studies in baboons and mice have also shown that the phosphorylation of *STAT3* can be increased by IL-6 [14,16,17,18].

In addition, other studies have suggested that microRNAs (miRNAs) play a role in non-malignant and malignant diseases that involve the human reproductive tract. Abnormal expression of miRNAs has been observed in several reproductive diseases, including preeclampsia, endometrioid endometrial adenocarcinoma and endometriosis [19,20,21]. Studies on miRNA expression support the hypothesis that miRNAs play an important role during the progression of endometriosis [19]. miRNAs regulate processes such as progesterone resistance, inflammation, cell proliferation, extracellular matrix remodeling and angiogenesis, amongst others that are key for the development of endometriosis [22].

MicroRNA-21 (miR-21) plays an important role in different biological functions, including cell proliferation, fibrosis, migration, apoptosis, invasion and inflammation [23]. All these processes, in which miR-21 intervenes, play an important role in the development and progression of endometriosis. However, the involvement of miR-21 in this disease is still unclear.

MiR-21 is one of the miRNAs that was found to be upregulated in different fibrotic diseases and is associated with TGF- β signaling [24]. Studies have shown a positive association between miR-21 and connective tissue growth factor (CTGF), emphasizing the role of miR-21 during the development of fibrosis [25].

However, it is unknown if it plays a role in the fibrogenic process associated with endometriosis. In this study, we propose that dysregulation of miR-21, driven by the upregulation of IL-6 during the development of endometriosis and consequent activation of *STAT3*, can modulate TGF-β signaling in endometriotic lesions by amplifying components of TGF-β signaling resulting in the development of fibrosis.

## 2. Results

### 2.1. Progression of Endometriosis in the Mouse Model

To understand the progression of endometriosis and the changes over time, we induced endometriosis in 6–8-week-old female mice. Endometriotic lesions were collected during diestrus at three different time points (15 days, 1 month and 3 months) after the induction of endometriosis. Using the double-fluorescence cell tracer Cre/LoxP systems, Pgr cre/+ Rosa26 mT/mG, lesion sites could be clearly visualized during the development of the disease, and the number of lesions was counted at each time point (Figure 1A). Most lesions were observed within the peritoneal cavity. We observed that the number of lesions increased during the development of endometriosis, showing a significant difference between one month and three months (Figure 1B). No differences were observed in lesion weight at the three different time points (Figure 1C).

### 2.2. Development of Fibrosis in the Mouse and Baboon Models

To gain insight into the progression of fibrosis over time in the mouse and baboon models, we performed Masson’s trichrome staining to quantify the extent of fibrosis in endometriotic lesions. In the mouse model, Masson’s trichrome staining revealed the deposition of collagen surrounding the lesion during the three time points (15-day, 1-month and 3-month lesions) (Figure 2A,C). In order to validate our findings from the mouse model in the baboon during the course of the disease, Masson’s trichrome staining confirmed an increase in the deposition of collagen in lesions at 15 months (Figure 2B,D). These observations showed that the extent of fibrosis is progressively increased in endometriotic lesions and eutopic endometrium in baboons with endometriosis (Figure 2B).

### 2.3. Small-RNA Library and Ingenuity Pathway Analysis (IPA)

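Small RNA was sequenced from an endometriotic lesion and from the eutopic endometrium of 12 baboons, which gave 24 libraries. In 8 animals the disease had been induced by inoculation with menstrual tissue and both tissues came from 15 months after induction, and 4 animals had spontaneous disease. Groups are therefore 8 and 4 pairs, or 16 and 8 libraries, and the animal identifiers in the labels pair the tissues. The authors trimmed the reads and counted them against human miRNAs with miRDeep2, so that a baboon miRNA whose sequence differs from the human one can be missed. The deposited table holds raw counts for 2888 combinations of a mature miRNA and a precursor, which name 2656 mature miRNAs. For the 168 that stand under several precursors, the precursor with the highest total was kept. Library totals then were 2592999 to 7287883 counts (median 5070999.5, n = 8) in the induced eutopic endometrium and 4311377 to 7573913 (median 6802387.5, n = 8) in the induced lesions. They were 3014048 to 3935626 (median 3688036, n = 4) in the spontaneous eutopic endometrium and 3527543 to 6650650 (median 5056202.5, n = 4) in the spontaneous lesions. The mean was 6131459.5 counts per library over the whole table and 5189140.8 after this step. The paper reports 8.9 M reads generated per library and does not say how many of these were mapped. A level of 3 counts corresponds to 0.396 to 1.16 CPM across the libraries, a floor that covers counting error only.

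The muscle-enriched miR-143-3p took 41.6% ± 17.8 (SD, n = 8) of the counts in the induced lesions and 9.20% ± 2.33 (SD, n = 8) in the induced eutopic endometrium. In spontaneous disease it took 34.3% ± 18.0 (SD, n = 4) of the lesion counts and 19.2% ± 10.4 (SD, n = 4) of those of the eutopic endometrium. Conversely, miR-10b-5p took 28.6% ± 4.73 (SD, n = 8) of the counts of the induced eutopic endometrium and 14.8% ± 7.24 (SD, n = 8) of those of the induced lesions. Over all 24 libraries the median log2 fold change was −0.98 with library totals and −0.14 with edgeR's TMM factors. Fold changes and CPM are given after TMM scaling. Each comparison tested the miRNAs with at least 2 CPM in at least 2 libraries with edgeR's quasi-likelihood test, with the animal as a block where both tissues were compared, and Benjamini-Hochberg adjustment. The tests, 21 lists of miRNAs and the rule for naming miRNAs were fixed before the data were examined.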

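In the induced lesions, several miRNAs of muscle and of red blood cells rose and miRNAs of epithelium fell, while none of these lists passed with an estimated correlation between miRNAs. The muscle miRNA miR-133b stood at 47.6 ± 58.0 CPM (SD, n = 8) in lesions and 0.538 ± 0.480 CPM (SD, n = 8) in eutopic endometrium, a log2 fold change of 5.78 (standard error 0.68, adjusted p = 2.60e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-1-3p, on the list of striated muscle miRNAs, rose from 7.63 ± 9.02 to 537 ± 659 CPM (SD, n = 8 each). The red cell miRNA miR-451a was at 1942 ± 1902 CPM in lesions and 29.6 ± 16.9 CPM in eutopic endometrium (SD, n = 8 each), with a log2 fold change of 5.49 (standard error 0.82, adjusted p = 0.00104 from the same test). miR-375-3p, an epithelial miRNA, fell from 885 ± 631 CPM (SD, n = 8) in eutopic endometrium, with a log2 fold change of −3.24 (standard error 0.57). The hypoxia-induced miR-210-3p fell from 307 ± 139 to 63.4 ± 37.6 CPM (SD, n = 8 each, log2 fold change −2.30, standard error 0.37). Each of these 5 changes had the same direction in all 8 animals. miR-490-3p (log2 fold change 5.51) and miR-144-5p (5.13) were the other two of the 5 largest rises, and miR-4446-3p (−3.65), miR-301b-3p (−2.33) and miR-200c-3p (−2.33) completed the 5 largest falls. miR-490-3p was at 325 CPM in the lesion of PA7539 and 0.242 to 10.8 CPM in the other 7, with at most 3 counts in any eutopic endometrium, so that the size of its rise depends on PA7539, without which it still passed.

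In the induced lesions 105 miRNAs were higher and 117 lower at an adjusted p under 0.05, which is 43.8% of those tested. With library totals in place of TMM, 33 were higher and 294 lower. Among the called miRNAs with an average log2 CPM of at least 3, 62 rose and 50 fell in all 8 animals. At an unadjusted p under 0.05 there were 273 miRNAs, where chance alone would give 25.35. All 12 measured epithelial miRNAs were lower (median log2 fold change −1.98, camera adjusted p = 6.33e-05). Of 5 striated muscle miRNAs 4 were higher (median 5.12), and of 5 erythroid miRNAs 4 were higher (median 4.46), with a camera adjusted p = 0.00419 for either list. Of 58 miRNAs of the imprinted 14q32 cluster, which is active in placenta and stroma, 38 were lower and none higher (42 lower when adjusted over the list alone; median −0.86, camera adjusted p = 6.39e-10). With an estimated correlation between miRNAs none of these lists passed (adjusted p = 0.460 for each). The smooth muscle and fibroblast, miR-29, miR-17~92, profibrotic and inflammation-induced lists likewise passed with camera and not with an estimated correlation.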

To identify miRNAs that are differentially expressed, we performed small RNA-sequencing and found that a total of 586 miRNAs were expressed (≥2 CPM, ≥2 samples) in the baboon model with 256 miRNAs (44%) differentially expressed (DE), (FDR < 0.05) between matched ectopic lesions and eutopic endometrium. When the eutopic endometrium was compared to spontaneous lesions, 233 of the 571 miRNAs were DE (41%), mirroring the differences identified in the induced model. 

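In spontaneous disease miR-451a, made in maturing red blood cells, rose in the lesions of all 4 animals, with a log2 fold change of 2.07 (standard error 0.27, adjusted p = 0.0456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stood at 2718 ± 5070 CPM in lesions and 714 ± 1344 CPM in eutopic endometrium (SD, n = 4 each). Animal PA6627 alone reached 2793 CPM in the eutopic endometrium, and without any 1 of the 4 animals miR-451a no longer passed the test (adjusted p = 0.0549 without PA6627 to 0.183 without PA6303). The next smallest adjusted p, 0.0643, belonged to epithelial miRNAs that were lower in the lesions, among them miR-375-3p (log2 fold change −4.20, standard error 0.67), miR-203a-3p (−3.62) and miR-141-3p (−3.28). miR-451a was the only miRNA to pass, 0.206% of those tested, and 90 had an unadjusted p under 0.05, where chance alone would give 24.25. The edgeR-robust test, which the paper used, called 45 miRNAs and DESeq2 48. Against all 12 eutopic endometria, 4 of them from the same animals, the 4 spontaneous lesions gave 152 calls with no animal block. miR-451a was not among these 152.

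As a group the 12 epithelial miRNAs had a median log2 fold change of −3.50; none passed over all miRNAs tested and 12 were lower when adjusted over the list alone (camera adjusted p = 6.72e-11). Of the 7 measured miRNAs of the miR-424 and miR-503 cluster, linked to cell cycle control, 5 were lower when adjusted over the list alone (median −1.53, camera adjusted p = 7.90e-05). The miR-29 family, which targets collagen transcripts, had a median of 1.30, with 3 of 5 members higher when adjusted over the list alone (camera adjusted p = 0.00310). Leukocyte miRNAs had a median of 1.44, with 1 of 9 higher when adjusted over the list alone (camera adjusted p = 0.00478). Their mean log2 CPM rose most in PA6303, from 5.31 to 8.40, and fell in PA5655, from 6.00 to 5.79. The erythroid, smooth muscle and fibroblast, inflammation-induced and 14q32 lists also passed. With an estimated correlation none of these 8 lists did (camera adjusted p = 0.575 for each). The striated muscle list had a median of 1.33 and did not pass (camera adjusted p = 0.0945); its member miR-133a-3p was at 515 and 347 CPM in the eutopic endometria of PA5655 and PA6303 and at 7.01 and 4.54 CPM in those of PA6627 and PA6762.

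The induced and spontaneous fold changes, which share no library, correlated across 474 miRNAs (Pearson's r = 0.80, Spearman's rho = 0.87), although miRNAs of one tissue are not independent replicates. Without PA6762 the correlation was 0.66, without PA6627 0.75 and without PA6303 0.85. Of 211 miRNAs called in the induced lesions, 207 (98.1%) had the same sign in spontaneous lesions. The median standard error was 0.29 in induced and 0.47 in spontaneous disease.

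**Figure D1:**
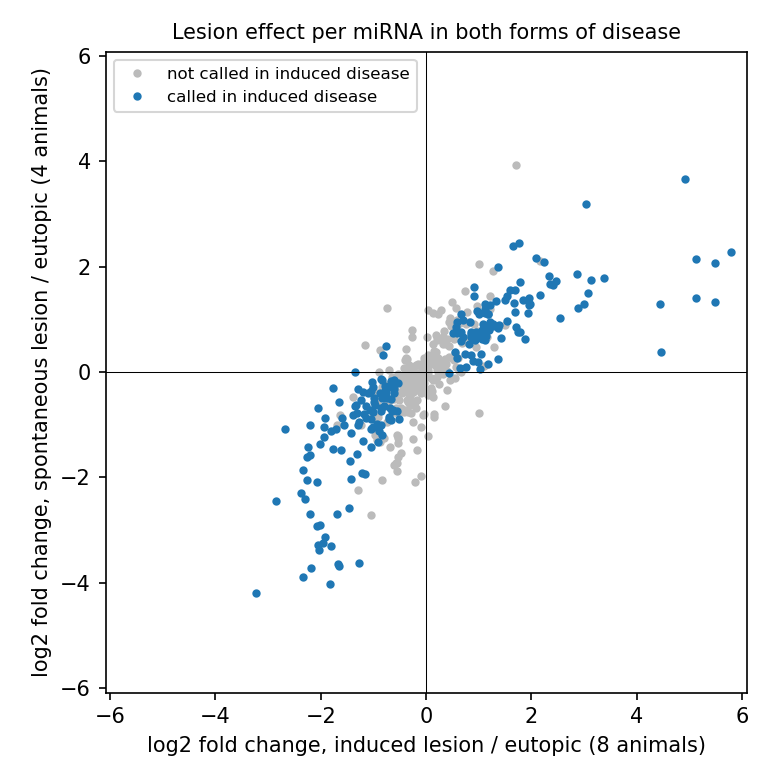
Log2 fold change of lesion against eutopic endometrium in induced (x axis, 8 pairs) and spontaneous (y axis, 4 pairs) disease for 474 miRNAs, after TMM scaling. Blue points are miRNAs called in the induced lesions; 207 of these 211 have the same sign on both axes.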

A comparison of lesions from spontaneous (*n* = 8) versus induced endometriosis (*n* = 16) found 537 miRNAs with only 10 DE miRNAs (1.9%).

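Between spontaneous and induced lesions the smallest p belonged to inflammatory and epithelial miRNAs, and none passed the test. The inflammation-induced miR-146a-5p stood at 746 ± 1170 CPM in 4 spontaneous lesions and 97.8 ± 53.4 CPM in 8 induced lesions (SD), a log2 fold change of 2.93 (standard error 0.74, adjusted p = 0.563 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lesion of PA6303 carries this mean, with 3303 CPM of miR-146a-5p when all 24 libraries are scaled together, against 113 to 398 CPM in the other 3 spontaneous and 39.3 to 278 CPM in the induced lesions. miR-132-3p, another inflammation-induced miRNA, was at 175 ± 81.9 and 89.2 ± 12.5 CPM (SD, n = 4 and 8, log2 fold change 0.97). The epithelial miR-375-3p stood at 14.0 ± 7.58 CPM in spontaneous and 88.2 ± 78.9 CPM in induced lesions (SD, n = 4 and 8), with a log2 fold change of −2.66 (standard error 0.89).

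Of 467 miRNAs tested, 0 passed at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 37 had an unadjusted p under 0.05, where chance alone would give 23.35. The edgeR-robust test, which the paper used, called 7, each lower in spontaneous lesions. These were miR-203a-3p (log2 fold change −3.35, adjusted p = 0.00415), miR-200c-3p, miR-31-3p, miR-200b-3p, miR-490-3p, miR-429 and miR-375-3p. DESeq2 called only miR-203a-3p. In simulated counts with these group sizes, the quasi-likelihood test recovered 29% of miRNAs changed 2-fold and 80% of those changed 4-fold. There 200 of the 467 miRNAs were changed at once. With fewer changed the adjustment is stricter, so these shares can be too high for this comparison. The simulated miRNAs also varied independently of each other, so the shares need not hold for these data.

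The 12 epithelial miRNAs had a median log2 fold change of −1.88 (camera adjusted p = 1.78e-14; adjusted p = 0.343 with an estimated correlation), and 1 was lower when adjusted over the list alone. Of 10 inflammation-induced miRNAs, 4 were higher in spontaneous lesions when adjusted over the list alone (median 0.76, camera adjusted p = 2.15e-04; adjusted p = 0.401 with an estimated correlation). Their mean log2 CPM was 7.99 in the lesion of PA6303 and 7.87 in that of PA6627, while the other 2 spontaneous lesions, at 6.22 and 6.47, lay within the 6.00 to 7.45 of the induced lesions. The leukocyte list, which shares miR-146a-5p, miR-155-5p and miR-223-3p with it, had a median of 1.18 (camera adjusted p = 0.00310; adjusted p = 0.475 with an estimated correlation), with 1 of 9 higher when adjusted over the list alone. The miR-424 and miR-503, erythroid, profibrotic and miR-192, miR-194 and miR-215 lists likewise passed with camera and not with an estimated correlation. A test of whether the change from eutopic endometrium to lesion differed between the diseases covered 527 miRNAs, and 0 passed by the quasi-likelihood test. By that test 16 had an unadjusted p under 0.05, where chance alone would give 26.35. edgeR-robust and DESeq2 each called 3, the erythroid miR-144-3p, miR-144-5p and miR-451a. miR-144-3p had the largest such difference of the 3, −4.07 on the log2 scale (standard error 1.03) by the quasi-likelihood test.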

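With the 12 pairs combined, all 12 epithelial miRNAs fell in lesions and several miRNAs of muscle, leukocytes and red blood cells rose, while none of these lists passed with an estimated correlation between miRNAs. miR-145-5p, the smooth muscle miRNA transcribed with miR-143, rose from 779 ± 633 to 5506 ± 4606 CPM (SD, n = 12 each), a log2 fold change of 2.70 (standard error 0.40, adjusted p = 2.91e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The epithelial miR-141-3p fell from 7769 ± 3901 to 1938 ± 1658 CPM (SD, n = 12 each, log2 fold change −2.43, standard error 0.34, adjusted p = 2.55e-04), in all 12 animals. miR-182-5p, of the epithelial and sensory miR-183 cluster, fell from 2759 ± 666 to 733 ± 560 CPM (SD, n = 12 each). miR-125b-5p, a stromal miRNA, rose from 2130 ± 1336 to 6955 ± 2958 CPM (SD, n = 12 each, log2 fold change 1.80, standard error 0.27), and miR-99a-5p, from a cluster with miR-125b and let-7c, rose from 632 ± 551 to 2489 ± 1343 CPM (SD, n = 12 each). Among the called miRNAs with an average log2 CPM of at least 3, 24 rose and 32 fell in all 12 animals. The rises were led by miR-451a (log2 fold change 4.12) and the falls by miR-375-3p (−3.55), miR-200c-3p (−2.79) and miR-429 (−2.64). Of the 5 miRNAs with the highest mean CPM, miR-143-3p (log2 fold change 2.48) and miR-26a-5p (0.83) rose, as did miR-27b-3p (0.73), which did not pass without a filter on low counts, while miR-10b-5p (−0.15, adjusted p = 0.480) and miR-10a-5p (0.45, adjusted p = 0.0559) did not pass. With library totals miR-26a-5p was at −0.02, miR-27b-3p at −0.12 and miR-10a-5p at −0.38.

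Of 527 miRNAs tested, 278 (52.8%) passed at an adjusted p under 0.05, of which 135 were higher and the others lower in lesions, and 315 had an unadjusted p under 0.05. With library totals 38 were higher and 309 lower. All 12 epithelial miRNAs were lower (median log2 fold change −2.40, camera adjusted p = 3.29e-06). Of 16 smooth muscle and fibroblast miRNAs 8 were higher and 1, miR-199b-5p, was lower (median 0.85, camera adjusted p = 0.0153). Of 5 striated muscle miRNAs 4 were higher (median 4.41, camera adjusted p = 0.0212). These 4 were all miR-1 or miR-133 miRNAs, while miR-499a-5p did not pass (log2 fold change 0.25, standard error 0.27). miR-133a-3p reached 1168 ± 1438 CPM in lesions and 90.5 ± 164 CPM in eutopic endometrium (SD, n = 12 each). Of 9 leukocyte miRNAs 5 were higher (median 1.34, camera adjusted p = 0.0291), led by the neutrophil and macrophage miRNA miR-223-3p (log2 fold change 2.48, standard error 0.53). Of 5 erythroid miRNAs 4 were higher (median 3.05, camera adjusted p = 0.0104). Of these 4, miR-144-3p and miR-144-5p did not pass without the animal as a block. Of 6 miRNAs of ciliated cells 2 were lower (median −0.84, camera adjusted p = 0.188). Counts adjusted over each list alone were the same for these 6 lists. With an estimated correlation the 5 lists that passed no longer did (adjusted p = 0.484 for leukocytes and 0.470 for the other 4).

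**Figure D2:**
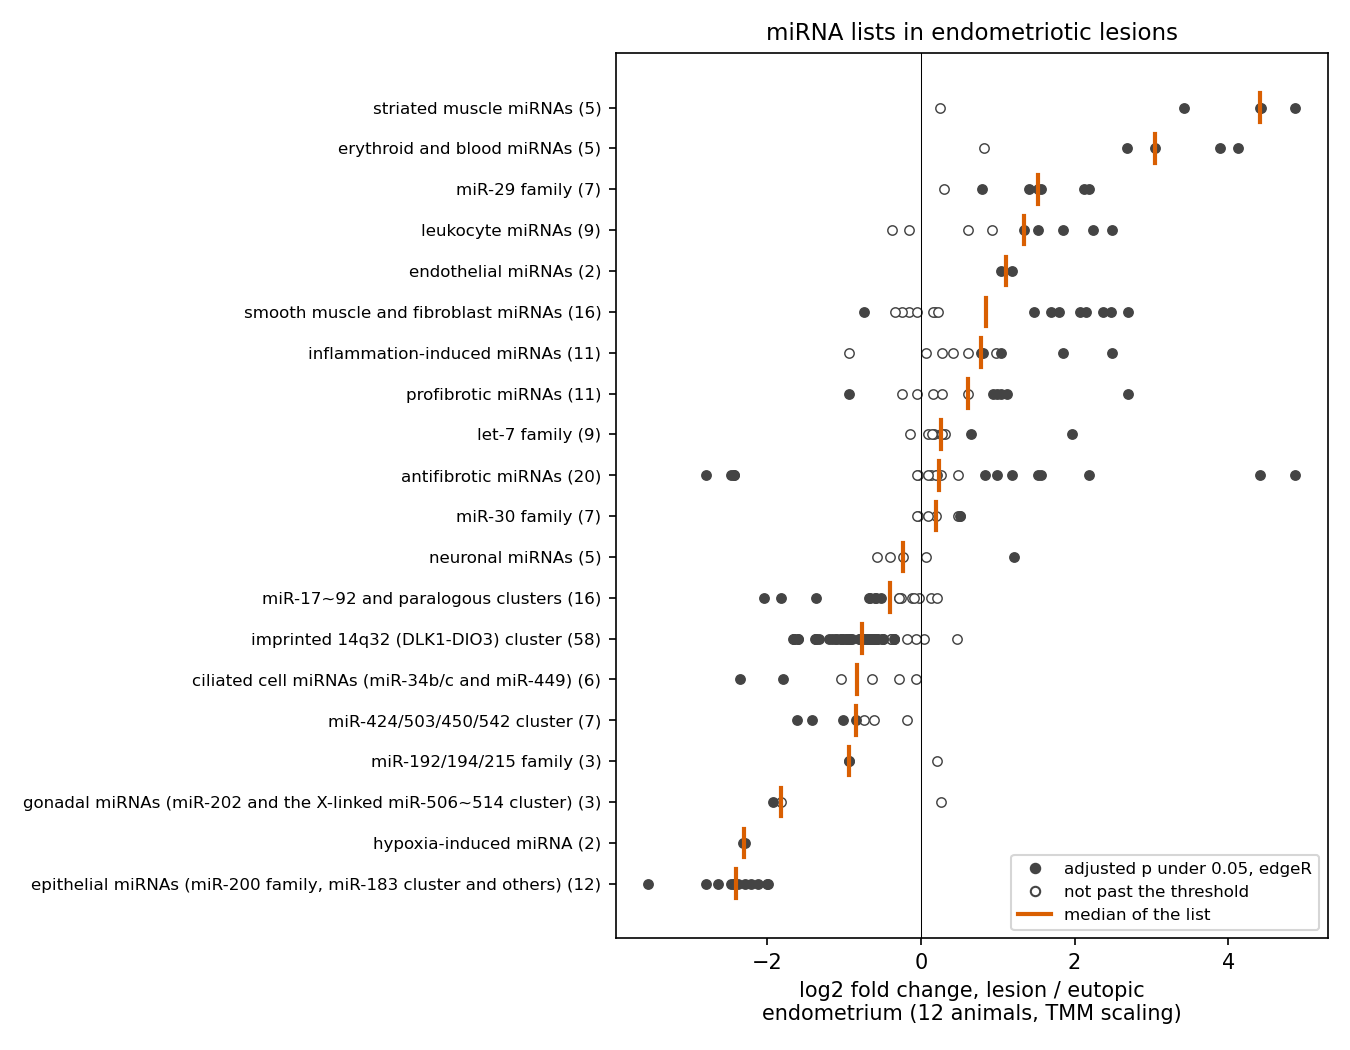
Log2 fold change of lesion against eutopic endometrium (x axis, 12 pairs, TMM scaling) of the measured members of each miRNA list (y axis). Filled points are miRNAs with an adjusted p under 0.05, and orange bars mark each list's median, from −2.40 for epithelial to 4.41 for striated muscle miRNAs.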

Based on the similarity of the induced and spontaneous disease, all samples were combined (*n* = 24), and we found that 304 of 579 miRNAs were DE (52%), with 150 increased in the ectopic lesions compared to the eutopic endometrium. Among the top DE miRNAs related to fibrosis, miR-21 was identified. 

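miR-21-5p, which is induced in activated fibroblasts and represses inhibitors of TGF-β and growth factor signalling, stood at 28918 ± 10537 CPM in lesions and 14057 ± 4824 CPM in eutopic endometrium (SD, n = 12 each). This is a 2.07-fold rise, a log2 fold change of 1.05 (standard error 0.19, 95% confidence interval 0.67 to 1.43, adjusted p = 7.01e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in the lesion in 11 of 12 animals (two-sided exact sign-flip permutation test, p = 9.77e-04). Among the 527 miRNAs tested it ranked 50 by p, and 75 by fold change among the 135 that were higher. In induced disease the log2 fold change was 1.00 (standard error 0.22, adjusted p = 0.00453 from edgeR), with 26370 ± 6529 CPM in lesions and 13504 ± 3821 CPM in eutopic endometrium (SD, n = 8 each) and a rise in 8 of 8 animals, with TMM factors taken from the libraries of that comparison. The exact permutation p = 0.00781 is the smallest that 8 pairs allow. In spontaneous disease it was 1.10 (standard error 0.39, adjusted p = 0.229 from edgeR), with 33901 ± 16171 and 14869 ± 4737 CPM (SD, n = 4 each), and 4 of 4 animals were higher. The exact permutation p = 0.12 is the smallest that 4 pairs allow. The passenger strand miR-21-3p had a log2 fold change of 0.27 (standard error 0.21, adjusted p = 0.276 from edgeR), and −0.59 with library totals.

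The rise of miR-21-5p depended on the scaling. As a share of all counts it was 1.87% ± 0.469 in the induced eutopic endometrium and 1.98% ± 0.920 in the induced lesions (SD, n = 8 each). With library totals the log2 fold change of miR-21-5p was 0.18 (standard error 0.23, adjusted p = 0.501 from edgeR) over 12 animals, of which 5 were higher. In induced disease it was 0.02 (adjusted p = 0.948 from edgeR), with 3 of 8 animals higher. In spontaneous disease the share was 1.79% ± 0.421 in eutopic endometrium and 3.30% ± 2.74 in lesions (SD, n = 4 each). The lesion of PA6627 raised this mean, at 7.15% against 1.06% to 3.28% in the other spontaneous lesions. With library totals the log2 fold change in spontaneous disease was 0.55 (adjusted p = 0.483 from edgeR), with 2 of 4 animals higher. For miR-21-5p, all lesions versus eutopic endometrium gave a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.00715 from edgeR) with totals that leave out miR-143-3p and miR-10b-5p, a setting chosen after seeing the data.

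**Figure D3:**
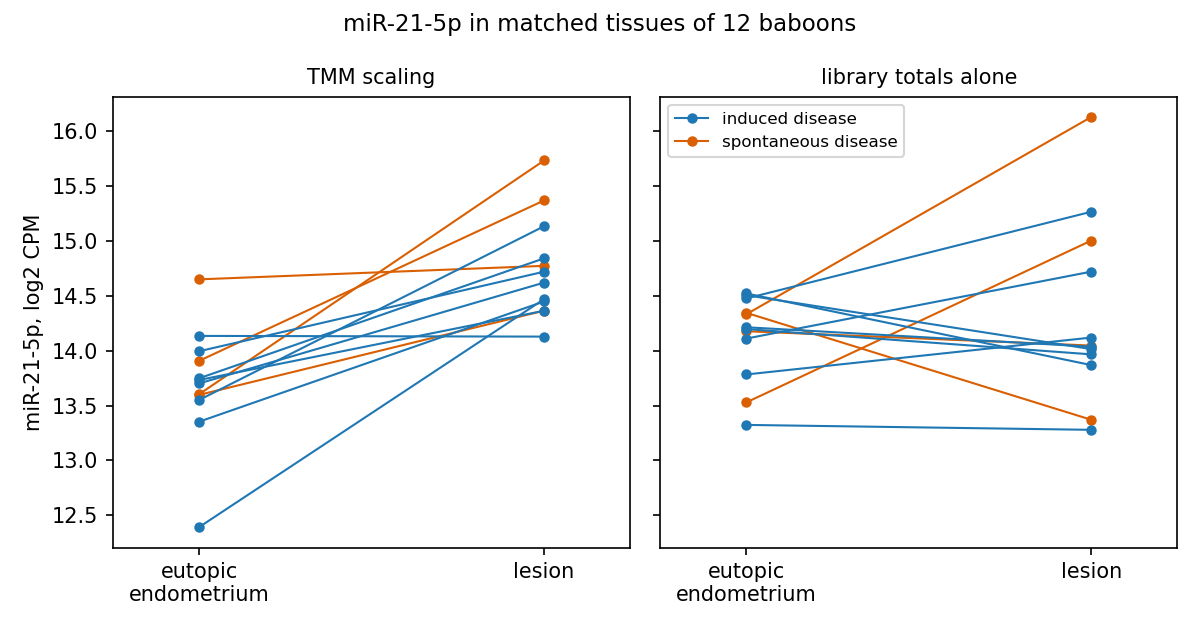
miR-21-5p in log2 CPM in eutopic endometrium and lesion of 12 animals, with TMM scaling in the left panel and library totals in the right panel; each line joins the tissues of 1 animal, blue for induced and orange for spontaneous disease. With TMM 11 of 12 lines rise, and with library totals 5 of 12.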

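Among miRNAs tied to angiogenesis, both endothelial miRNAs were higher in lesions after TMM scaling. miR-126-3p, which promotes signalling by VEGF in endothelium, rose from 997 ± 498 to 1959 ± 734 CPM (SD, n = 12 each), a log2 fold change of 1.04 (standard error 0.20, adjusted p = 8.31e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-126-5p had a log2 fold change of 1.19 (standard error 0.22), and with library totals miR-126-3p was at 0.18 (adjusted p = 0.503) and miR-126-5p at 0.33 (adjusted p = 0.179). The hypoxia-induced miR-210, which acts on angiogenesis, fell in both strands (miR-210-3p −2.31, standard error 0.42; miR-210-5p −2.29). These lists of 2 miRNAs were too short for a test as a list.

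Among miRNAs tied to fibrosis, 6 of 7 members of the miR-29 family, which represses collagens, were higher and none lower, while the list did not pass with an estimated correlation (adjusted p = 0.470; median 1.52, camera adjusted p = 0.00340). miR-29c-3p went from 94.4 ± 95.7 to 328 ± 150 CPM (SD, n = 12 each, log2 fold change 2.19, standard error 0.36, adjusted p = 4.08e-04), and miR-29b-3p from 35.9 ± 31.9 to 88.3 ± 41.7 CPM (SD, n = 12 each, log2 fold change 1.56), in all 12 animals. Of 11 profibrotic miRNAs, a list that holds miR-21-5p, 5 were higher, 1 lower and 5 did not pass (median 0.61, camera adjusted p = 0.0266, and adjusted p = 0.470 with an estimated correlation). The profibrotic list did not pass with library totals. It shares miR-145-5p, miR-199a-5p, miR-199a-3p and miR-214-3p with the smooth muscle and fibroblast list, and miR-145-5p (log2 fold change 2.70) was among the 5 higher. The 5 include miR-23a-3p (log2 fold change 1.12, standard error 0.14) and miR-27a-3p (0.94, standard error 0.17), which with library totals stood at 0.26 and 0.10 and did not pass. The lower one was miR-192-5p (−0.93, standard error 0.27), which did not pass without the animal as a block (adjusted p = 0.259). Of 20 antifibrotic miRNAs, a list that shares members with the miR-29, muscle and epithelial lists, 8 were higher and 4, all of them also on the epithelial list, lower (9 higher and 4 lower when adjusted over the list alone; median 0.24, camera adjusted p = 0.0738). Of 11 inflammation-induced miRNAs 5 were higher and none lower (6 higher and 1 lower when adjusted over the list alone; median 0.78, camera adjusted p = 0.0255; adjusted p = 0.470 with an estimated correlation), among them miR-146a-5p (log2 fold change 1.86, standard error 0.42), which with library totals was at 0.90 and did not pass. The network analysis itself rests on a commercial gene network and was not analysed here.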

The Ingenuity Pathway Analysis of the 304 DE miRNAs identified angiogenesis and organismal injury, including fibrosis, as the major functional alterations in the predicted gene networks. Ingenuity Pathway Analysis of DE miRNAs identified enrichment for associations with endometriosis (*p* = 2.1 × 10^−10^) and activation of fibrosis (*p* = 1.2 × 10^−9^) (Figure 3).

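Figure 3 colours 23 miRNAs as higher and 12 as lower in lesions. Of the 23, 22 were tested and all 22 had a positive log2 fold change in the combined comparison, 15 of them at an adjusted p under 0.05. They include miR-138-5p, a low-level miRNA that represses cell migration, at 5.43 ± 8.19 CPM in lesions and 0.448 ± 0.407 CPM in eutopic endometrium (SD, n = 12 each, log2 fold change 3.10, standard error 0.49, adjusted p = 3.56e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-125b-2-3p, from a precursor of the stromal miR-125b, had a log2 fold change of 1.77 (standard error 0.34). The direction depended on the scaling for some of the 22. With library totals miR-26a-5p, miR-140-5p, miR-140-3p, let-7a-5p, miR-30c-5p, miR-30a-3p, miR-155-5p, miR-197-3p and miR-19b-3p had a negative log2 fold change. Of these, miR-26a-5p, miR-140-3p and miR-197-3p are among the 15. Of the 12 drawn as lower, miR-16-5p, miR-18a-5p and miR-199a-5p had a positive log2 fold change, and a negative one with library totals. The other 9 had a negative log2 fold change, and 6 passed. These were miR-141-3p, the keratinocyte miRNA miR-203a-3p, the epithelial and p53-induced miR-194-5p (−0.94) and miR-192-5p, miR-17-3p (−0.52), from a proliferation cluster, and miR-423-3p (−0.51). Without the animal as a block miR-203a-3p, miR-194-5p, miR-192-5p and miR-423-3p did not pass, and without a filter on low counts miR-17-3p did not. The miR-192, miR-194 and miR-215 family as a list had 2 of 3 members lower (also 2 when adjusted over the list alone; median −0.93, camera adjusted p = 0.310). In the induced comparison alone, 13 of the miRNAs drawn as higher and 3 of those drawn as lower passed. In its pathway analysis the paper reports the DE miRNAs as enriched for links to endometriosis and to activation of fibrosis. The legend of Figure 3 counts miR-21 among the miRNAs most relevant to fibrosis.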

### 2.4. miR-21 Is Increased in Endometriotic Lesions

To characterize the expression of miR-21 in vivo in the mouse model, we first performed RT-qPCR on matched samples, uterus (control eutopic)–ectopic (lesion) and eutopic (post-inoculation uterus)–ectopic (lesion) at the different time points of collection (15 days *n* = 7, 1 month *n* = 10 and 3 months *n* = 9). The RT-qPCR analysis revealed that the expression of miR-21 was increased in lesions compared with the matched uteri of the mice and increased over time up to 3 months lesions (Figure 4A).

We validated these results in baboons with induced disease (*n* = 4). We observed an increase in miR-21 in ectopic lesions compared with the eutopic endometrium at 15 months after endometriosis induction (Figure 4B), but this increase was not significant.

We also analyzed matched mid-secretory eutopic endometrium and ectopic lesions from women with deep infiltrating endometriosis (DIE). We observed an increasing trend in the expression of miR-21, but this increase was not significant (Figure 4C). Our data suggested that miR-21 is increased in mouse, baboon and human lesions, but was only statistically significant in the mouse.

### 2.5. miR-21 Is Predominantly Expressed in the Stroma of Endometriotic Lesions

To identify the cell-specific location of miR-21 in vivo, we next performed in situ hybridization on 3-month lesions from mice (Figure 5 and Figure 6) and matched mid-secretory eutopic and ectopic tissues in the baboons at 15 months after endometriosis induction (Figure 7). In the mouse model, the in situ hybridization analysis revealed that miR-21 was predominantly expressed in the stromal cells. (Figure 5). This analysis was performed using cell segmentation analysis. The tissue was segmented based on DAPI counterstaining. miR-21 expressing cells were displayed in blue, yellow or red depending on their low to high-intensity staining. We also observed a higher expression of miR-21 in the lesions compared to the control uterus. Stromal cells showed a higher intensity of the miR-21 expression in the lesion compared to the uterus. 18SrRNA was used as a reference noncoding RNA control for the uterus and the lesions.

### 2.6. miR-21 Expression and Fibrosis Development in the Mouse Model

In order to determine the role of miR-21 during the development of fibrosis within endometriotic lesions, we used the in situ hybridization analysis of the 3 months mouse lesions (Figure 6A) and compared it with Masson’s trichrome staining of the same lesions (Figure 6B). In the lesions, we observed that the areas where collagen was accumulated (represented in blue) with trichrome staining corresponded with areas where miR-21 was present by in situ hybridization, suggesting an association between the expression of miR-21 and the presence of collagen within the lesions.

### 2.7. miR-21 Expression in the Baboon Model

In situ hybridization in the baboon (Figure 7A, left panel) shows the expression of miR-21, cytokeratin and U6 in the eutopic endometrium of the baboon, and the right panel shows the ectopic lesion from the baboon. miR-21 is represented in green, cytokeratin in pink and U6 in yellow. The two bottom pictures in Figure 7A represent the co-detection of miR-21, the reference noncoding RNA U6 and cytokeratin. In these micrographs, the DAPI signal was used as nuclear counterstaining. The expression of miR-21 in the endometriotic lesions is higher than in the eutopic tissue, being significant in the stromal region (Figure 7B, (*p* < 0.05)).

### 2.8. CTGF Expression Is Correlated with the Presence of Fibrosis in the Mouse Model, Baboon Model and Women with Endometriosis

*CTGF* plays an important role during the development of fibrosis. In order to explore the characterization of *CTGF* in vivo, we performed RT-qPCR on matched samples obtained at 15 days in mice, matched mid-secretory eutopic endometrium and ectopic lesions from baboons and women with endometriosis. The RT-qPCR analysis revealed that the expression of *CTGF* was significantly increased in the mouse model (*p* < 0.05) (Figure 8A), baboon (*p* < 0.001) (Figure 8B) and human (*p* < 0.001) (Figure 8C) in endometriotic lesions compared to the eutopic endometrium.

### 2.9. IL-6 Upregulates miR-21 in the Mouse Model

Following the induction of endometriosis in the mouse model (Figure 14A), we treated the animals with IL-6 (5 μg/injection) or PBS in the peritoneal cavity for 15 days (Figure 14D). We observed that the mice treated with IL-6 had a significant increase in the number of lesions compared to the PBS controls (Figure 9A,B). The weight of the lesions pooled together was also higher in response to IL-6 treatment (Figure 9C). In addition, the expression levels of miR-21 in the animals injected with IL-6 were significantly higher than in the animals injected with PBS (Figure 10A). The lesions were easily visualized in green under the fluorescence microscope (Figure 10B).

### 2.10. IL-6 Upregulates miR-21 via p-STAT3 in Ectopic Stromal Cells

To confirm that interleukin-6 (IL-6) can activate STAT3 and subsequent phosphorylation in our cell lines, we first initiated a dose–response with 25 ng/mL and 50 ng/mL of IL-6 (Figure 11A). Both concentrations resulted in a positive response, but 50 ng/mL had a higher response. A time course experiment (12, 24 and 48 h) with 50 ng/mL was also performed. Following IL-6 stimulation at 50 ng/mL, miR-21 was initially increased (Figure 11B) at 12 h, and one of its targets, *Smad 7*, was significantly decreased.

We also investigated the effect of IL-6 in vivo using the mouse model of endometriosis. In this case, not only was miR-21 increased in lesions following 2 weeks of IL-6 treatment, but this was also accompanied by an increase in the number of lesions and an increase in the total weight of lesions. The fluorescence reporter genes that the mouse model utilized in this study allowed us to visualize endometrial lesions in vivo. Both in vitro and in vivo studies showed similar responses confirming the role of IL-6 in regulating the expression of miR-21.

To confirm these results in silico, *STAT3* binding sites on miR-21 promoter regions (Figure 12A) on chromosome 17 were identified using the genome browser Ensembl and the transcription factor binding profile database JASPAR CORE 2022. To confirm this in silico observation, ectopic stromal cells (~100.000 cells) were processed for CUT&RUN assay by treating the cells with IL-6 and using *p-STAT3* antibody.

Ectopic stromal cells were treated with IL-6 (50 ng/mL) for 12 h and were harvested for the CUT&RUN assay. This in vitro experiment confirmed the regulation of miR-21 by IL-6 via *p-STAT3* in the ectopic stromal cells (Figure 12B). From the motif map analysis, we found predicted *STAT3* binding sites on the human miR-21 promoter region (Figure 12C,D). The CUT&RUN assay confirmed that *STAT3* binds the transcription factor sites and revealed a 30-fold enrichment for *p-STAT3* compared with the IgG control antibody (Figure 12E).

### 2.11. Upregulation of miR-21 in Ectopic Stromal Cells

Our in vitro data from the treatment of ectopic stromal cells with IL-6 demonstrated an increase in miR-21 expression and a decrease in *Smad7* at the mRNA level. To verify this, we transfected stromal cells with the miR-21 mimic or nontargeting negative controls. The transfection with miR-21 mimic resulted in an increased detection of miR-21 (Figure 13A) and a decrease in *SMAD7* mRNA (Figure 13B), which confirmed the results obtained with the IL-6 treatment.

## 3. Discussion

Our study showed that miR-21 was upregulated in the stroma of endometriotic lesions in mice. In addition, we observed an association between miR-21 and fibrosis. Previous studies have shown a clear relationship between miR-21 and fibrosis in different diseases, such as cardiac fibrosis [26,27], scleroderma fibrosis [28] and lung fibrosis [29], amongst others. This study is the first to show a correlation between miR-21 and the development of fibrosis during the progression of endometriosis.

Fibrosis is one of the established hallmarks of endometriosis [30,31]. The development of fibrosis in endometriotic lesions is a complex phenomenon with underlying mechanisms that still remain to be understood [3]. Fibrosis is present in different types of endometriosis, such as peritoneal fibrosis, ovarian fibrosis, deep infiltrating endometriosis (DIE) or adhering tissue. All these different manifestations of fibrosis could lead to pain, anatomical distortion or infertility [32].

MiR-21 is a well-established pro-fibrotic miRNA [33]. Studies have demonstrated that elevated expression of miR-21 may play an important role in the development of fibrosis [34]. Previous studies have demonstrated the importance of miRNAs during the progression of endometriosis [35]. The small-RNA-seq analysis of baboon lesions performed in this study showed that a group of miRNAs are dysregulated in endometriotic lesions, including specific ones that are associated with fibrosis. One of the dysregulated miRNAs found in our analysis was miR-21, which may relate to the establishment of fibrosis in patients with endometriosis.

To study the relevance of miR-21 throughout the development of fibrosis during the progression of endometriosis, we utilized the Pgr cre/+ Rosa 26 mT/mG mouse model of endometriosis, which develops endometriotic lesions similar to the ones observed in humans [36]. Utilizing this mouse model, we observed that the number of lesions that developed during the progression of endometriosis increases as the disease advances. In addition, we also utilized this model to quantify the levels of miR-21 expression in the lesions compared with matched uteri and confirmed that it was significantly upregulated after one month of induction of endometriosis. We observed that after three months of induction, there were no differences. This could be due to the type of lesions selected for RT-qPCR. In the mouse model of endometriosis, during the development of the disease, as in women, there are different types of lesions that are evident at the time of collection. As the disease advances, the lesions become more cystic. These types of lesions contain less stroma compared to lesions that are collected at earlier time points. At three months following the induction of endometriosis, we observed several lesions that were cystic.

When we compared the miR-21 expression results in the mouse with the baboon and the human lesions, we observed an increase in the levels of miR-21 expression, although the increase in the baboon and the human was not statistically significant. Different studies have shown that miRNA expression patterns may differ depending on the endometriotic lesion type [37]. In this study, lesions collected from the mouse and baboon were primarily peritoneal lesions. In the case of the women with endometriosis, the samples utilized for this analysis were derived from women with DIE. This finding suggests once again the importance of identifying the nature of the endometriotic lesions and the heterogeneity in the population of women with endometriosis.

Our in situ hybridization results showed a high expression of miR-21 in the stromal compartment of the mouse and baboon lesions. The location of miR-21 matched the deposition of collagen based on the Masson trichrome staining, indicating an association with fibrosis. One of our parallel studies also confirmed this deposition of collagen in mouse endometriotic lesions using a gadolinium-based collagen I targeting probe [38]. Other studies have also shown an upregulation of miR-21 expression predominantly in the stromal cell compartment of tumor-associated fibroblasts [39,40]. In addition, other groups have suggested that miR-21 can influence fibrogenic processes in adenocarcinoma [41,42] and colorectal cancer [43]. These studies match our findings related to the role of miR-21 in fibrogenesis and support the hypothesis that miR-21 plays a role in the development of fibrosis in endometriosis.

Another component that was shown to be relevant in our studies was the presence of *CTGF*. The production of *CTGF*, a key marker in fibrotic disorders such as endometriosis and intrauterine adhesions, is through STAT3-dependent Smad signaling [44]. RT-qPCR data from mouse, baboon and women with endometriosis showed that *CTGF* is highly expressed in the stromal cells. *CTGF* has also been reported to enhance the mRNA expression of collagen I and fibronectin in fibroblasts [45]. It has also been reported that *TGF-β* and *CTGF* are downstream mediators of TGF-β regulated fibroblast cell growth, extracellular matrix secretion and enhancing production of collagen [46]. In addition, *TGF-β* regulates the transcription of several genes involved in fibrosis, including *CTGF* [47], and studies have suggested that *CTGF* acts as a mediator of *TGF-β*-induced fibrotic pathways via miR-21 regulation [25]. Our data support a potential connection between miR-21 and *CTGF* during the development of fibrosis in endometriosis.

Several studies have shown elevated levels of IL-6 in peritoneal fluid of patients with endometriosis [48,49], which led us to investigate whether the expression of miR-21, via *STAT3*, is induced by IL-6.

Cytokines can contribute to the pathophysiology of endometriosis in at least two ways: by enhancing the establishment and proliferation of ectopic endometrial implants and by influencing the secretion of cytokines by macrophages [50]. IL-6 is a multifunctional cytokine that stimulates cell proliferation and is involved in the formation of adhesions. IL-6 is elevated in the peritoneal fluid, endometriotic lesions and serum from women with endometriosis [51,52]. IL-6 exerts multiple bioactivities through its receptor (IL-6R). The membrane-binding receptor (mIL-6R) and the soluble receptor (sIL6R) are two forms of IL-6R. The biological activity of IL-6 is mainly mediated through binding with the corresponding mIL-6R [52].

Macrophages are the predominant cells secreting IL-6 in peritoneal fluid [53], but B cells are also implicated in its secretion [54]. The local pelvic inflammatory process, accompanied by altered function of immune-related cells and changes in cytokine content in the peritoneal cavity, has been shown to be related to the development of endometriosis [55]. There are a variety of cytokines, including IL-6, that can activate the signal transducer and activator of the transcription (STAT) family of transcription factors, such as *STAT3* [56].

*STAT3* is located in the cytoplasm until it is activated by phosphorylation. Once its activation occurs, it translocates to the nucleus and binds to promoter regions for target gene expression [57], including the expression of miR-21. In our in vitro experiments, we confirmed this by treating the cells with IL-6. We observed a higher expression of *p-STAT3* in the cells treated with IL-6, which resulted in increased expression levels of miR-21. In addition, our CUT&RUN experiments confirmed the regulation of miR-21 expression by IL-6 via *p-STAT3* in the ectopic stromal cells.

Our study has provided four main findings: First, the expression of miR-21 was increased in endometriotic lesions in the mouse and baboon compared with the eutopic endometrium, which was likely associated with the involvement of miR-21 in the process of fibrosis during the development of endometriosis. Second, *CTGF* and collagen deposition are increased during the development of the disease and are associated with the fibrotic process. Third, the localization of miR-21 in the stroma of endometriotic lesions matches with the deposition of collagen, suggesting that miR-21 is involved in the process of fibrosis during the progression of endometriosis. Finally, the activation of *STAT3* via IL-6 signaling that upregulates miR-21 leads to an increase in fibrosis. These findings highlight miR-21 as a potential diagnostic and prognostic marker and therapeutic target for fibrotic diseases such as endometriosis.

This study had some limitations, and additional experiments are needed to determine the mechanism by which miR-21 promotes fibrosis. miR-21 has a large number of targets that are involved in fibrosis, and identifying these additional targets would shed more light on the development of this process within endometriotic lesions, which could bring more light on the development of the process. We also acknowledge that including other cell lines involved in the process of the development of fibrosis could be very beneficial for the study of the disease. We must consider that the ectopic stromal cell utilized in this study has an origin in an endometrioma, which may be a limitation in understanding the fibrotic pathways in other types of endometriotic lesions.

Our study also had several strengths. We have been able to demonstrate our findings not only in vitro but also in vivo by using our well-established baboon and mouse models to study the role of miR-21 in regulating fibrosis and further compare them with tissues obtained from women with the disease.

## 4. Materials and Methods

### 4.1. Induction of Endometriosis and IL-6 Treatment in the Mouse Model

Animals were maintained in a designated animal care facility according to the Michigan State University’s Institutional Guidelines for the care and use of laboratory animals. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Michigan State University. We used the Pgr cre/+ Rosa 26 mT/mG mouse model. This mouse has a double-fluorescent Cre reporter and the ability to express membrane-targeted tandem dimer Tomato (mT) prior to Cre-mediated excision and membrane-targeted green fluorescent protein (mG) after excision (Figure 14A). Six- to eight-week-old mice were injected with estradiol (E2) (0.1 μg/mouse) every 24 h for 3 days, and then endometriosis was surgically induced as previously described [36] (Figure 14B). To access the peritoneal cavity, mice underwent a laparotomy under anesthesia, and a midventral incision (1 cm) was performed to expose the uterus and intestine. The left uterine horn was removed and placed in a petri dish containing sterile PBS. The uterine horn was opened longitudinally and then cut into small fragments. The fragments suspended in 0.5 mL sterile PBS were injected into the peritoneal cavity of the same mouse from which the uterus was taken for autologous implantation, and the abdominal cavity was gently massaged to disperse the tissue. The abdominal incision and wound were closed with sutures, and the skin was closed with surgical wound clips, respectively. After a designated time (15 days, 1 month and 3 months) and during diestrus (Figure 14C), the mice were euthanized, and endometriosis-like lesions were removed and counted using a fluorescence microscope.

For animals treated with IL-6, following induction of endometriosis (Figure 14B), the animals were treated with IL-6 (5 μg/injection) or PBS into the peritoneal cavity for 15 days (Figure 14D). After 15 days, the mice were euthanized, and endometriosis-like lesions were removed and counted using a fluorescence microscope.

### 4.2. Baboon Endometriosis Model

All the experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Illinois, Chicago, and Michigan State University. Endometriosis was experimentally induced in female baboons (Papio anubis) by intraperitoneal (i.p) inoculation with menstrual tissue on two consecutive cycles, as previously described [58,59,60]. In the cycle before the induction of endometriosis, control eutopic endometrium was obtained at laparotomy on day 10 post-ovulation. Following laparoscopic confirmation of endometriosis at the second inoculation, the animals were evaluated at 3-month intervals post-inoculation and euthanized at 15 months. At necropsy, eutopic and ectopic endometrial tissues were collected, and samples were snap-frozen in liquid nitrogen for RNA/protein extraction or fixed in 10% formalin for morphological and immunohistochemical analysis.

### 4.3. Human Endometrial and Endometriotic Samples

Samples utilized for RNA analysis were obtained with Institutional Review Board (IRB) approval from the School of Medicine of the University of São Paulo. The patients who had a regular menstrual cycle and were primarily being treated for infertility were recruited, as described in previous studies [61,62].

For samples utilized for histology purposes, the study was reviewed and approved by the IRB of Michigan State University and Corewell Health Medical System (Grand Rapids, MI, USA). Written informed consent was obtained from all human subjects. Human endometrial samples were obtained through the Michigan State University’s Center for Women’s Health Research Female Reproductive Tract Biorepository.

### 4.4. RNA Isolation and RT-qPCR

For the human and baboon samples, we utilized all 9 matched eutopic and ectopic tissues from women with endometriosis and 4 matched eutopic and ectopic tissues from baboons with induced endometriosis. Total RNA was isolated using the Trizol reagent (Life Technologies, Carlsbad, CA, USA), and RNA concentration was checked using the NanoDrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA). We performed TaqManTM assay for miR-21 expression analysis and SYBRTM Green assay for *CTGF* using the ViiA7 qPCR System (Applied Biosystems, Foster City, CA, USA). For the microRNA analysis, 100 ng of total RNA was reverse transcribed to cDNA using the TaqManTM MicroRNA Reverse Transcription Kit (4366596, Applied Biosystems, Foster City, CA, USA). RT-qPCR was performed to assess the expression of miR-21 using the TaqManTM Universal Master Mix II with UNG (4440038, Applied Biosystems). The TaqManTM MicroRNA Assays (4427975, Applied Biosystems) which has-miR-21 (000397, Applied Biosystems) and U6 (001973, Applied Biosystems) snRNA were used for microRNA-specific RT-qPCR. For mRNA analysis, 1000 ng of total RNA was reverse transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (4368814, Applied Biosystems). RT-qPCR was performed to assess the expression of the target gene expression using the PowerUpTM SYBRTM Green Master Mix (A25742, Applied Biosystems). The primer sequences for target genes analyzed using RT-qPCR are listed in Supplementary Table S2. The expression data were normalized to U6 in the miRNA-specific RT-qPCR and by RPL17 or 18S in the quantitative RT-qPCR. All quantitative reverse transcription-polymerase chain reactions were run for 40 cycles, and the fold change was calculated using the 2^−ΔΔCt^ method [63].

For mice samples, the procedure was the same as with human and baboon samples. Primer sequences for target genes analyzed using RT-qPCR are listed in Supplementary Table S2.

### 4.5. In Situ Hybridization (ISH)

For the mouse tissues, we utilized 3 matched eutopic and ectopic tissues with induced endometriosis. Multiplex in situ hybridization assay for the co-detection of miR-21 (FAM2X) and small nuclear 18S (bio2X) was performed as previously described [64]. Four-micron formalin-fixed paraffin-embedded mice tissue was processed for the in situ hybridization assay on a Leica Bond Rx automated stainer. For the baboon samples, we utilized 3 matched eutopic and ectopic from baboons with induced endometriosis. miR-21 staining was calibrated by adjusting probe concentration and fluorescent substrate incorporation time so that no signal was detectable in adjacent normal tissue. Briefly, double-tagged miR-21 (FAM2X) and snRNA U6 (biotin2X) locked nucleic acid–modified DNA probes at 50 nmol/L each were hybridized to tissue slides. Expression of miR-21, U6 and cytokeratin (CK) 19 was assessed with appropriate antibody combinations, followed by sequential rounds of HRP-mediated deposition of appropriate fluorochrome-conjugated tyramine substrates for the baboon samples. Image-Pro Plus software version 7.0 (Media Cybernetics, Rockville, MD, USA) was used for histogram-based image segmentation analysis. miR-21 signal intensity was scored in two locations, glandular epithelium and stroma, on a scale from 0 (no expression) to 3 (high expression). Whole-slide images were acquired using the Aperio Versa imaging system. Pancreatic ductal adenocarcinoma (PDAC) tissues were utilized as quality control. ImageJ Image Analysis software (NIH, v 1.54f) was utilized to determine a digital HSCORE for the quantification of the fluorescence intensity of miR-21.

### 4.6. Masson’s Trichrome Staining

Masson’s trichrome staining was used for the detection of collagen fibers in tissues and to visualize the tissue structure. Paraffin-embedded tissue sections were deparaffinized in xylene and rinsed in absolute alcohol series. After a water rinse, the sections were immersed in Bouin’s Fluid overnight at room temperature. The tissue sections were then stained using the Trichrome One-Step Blue & Red Satin Kit Procedure (#KTTTRBPT StatLab/American Master Tech, McKinney, TX, USA) following the manufacturer’s instructions. The kit steps included the use of Modified Mayer’s Hematoxylin and One Step Trichome Stain followed by the dehydration of the tissue in absolute alcohol series and the final step of xylene before coverslipping the stained uterine tissues and lesions. ImageJ Image Analysis software (NIH, v 1.54f) was utilized to determine the quantification of collagen fibers [65].

### 4.7. Small RNA-Sequencing

Total RNA was extracted from the endometrium and endometriotic lesions from baboons with induced endometriosis for 15 months (*n* = 16) or spontaneous disease (*n* = 8). Small-RNA library preparation and high-throughput sequencing generated an average of 8.9 million reads per sample. Quality and adapter-trimmed reads (Trim Galore v0.3.3) were mapped to human miRNAs from miRbase (release 22) using the miRDeep2 (v0.0.7) pipeline. Differential expression analysis was conducted with edgeR (v3.22.5) using the edgeR-robust method.

### 4.8. Ingenuity Pathway Analysis (IPA)

The miRNAs identified as significantly dysregulated in comparisons between the 15-month uterus samples and lesions were uploaded into QIAGEN Ingenuity Pathway Analysis (QIAGEN IPA). The Ingenuity Pathway Knowledge Base generated a network connecting fibrosis with the dysregulated miRNAs from the 15-month baboon samples.

### 4.9. Cell Culture and Transfection

An immortalized human endometriotic stromal cell line (iEc-ESC) [66] was cultured with phenol red-free DMEM/F-12 (Gibco,Watlhman, MA, USA) medium supplemented with 15% CDS-FBS (Gibco,Watlhman,MA,USA), 100 U/mL of Pen/Strep (Gibco, Watlhman, MA USA) and 1 mM sodium pyruvate (Gibco, Watlhman, MA, USA) at 37 °C. under 5% CO_2_ and 95% air. Following optimization of parameters, Lipofectamine RNAiMAX (Invitrogen, Watlhman, MA, USA) was used to transfect iEc-ESC with 25 pmol of miR-21 mimics (Ambion, Austin, TX, USA) or with 25 pmol of nontargeting negative controls (Ambion, Austin, TX, USA), and RNA and protein were isolated after 24 h. To check the expression of miR-21, RT–qPCR was performed. iEc-ESC cells were also plated at 3 × 10^5^ cells per well in 6-well plates. The following day, the cells were treated with recombinant human IL-6 (206-IL010, R&D Systems, Inc., Minneapolis, MN, USA) (50 ng/mL) in 2% charcoal–dextran-treated fetal bovine serum DMEM/F-12 media. RNA and protein were isolated.

### 4.10. CUT&RUN Assay

The CUT&RUN assay was performed using a kit from Cell Signaling Technology (Cat#86652) and following the manufacturer’s protocol [67]. Briefly, Concanavalin A-coated magnetic beads were treated with Bead Activation Buffer. Ectopic stromal cells (~100,000 cells) were harvested at room temperature and resuspended in a wash buffer containing Spermidine and Protease Inhibitor Cocktail (PIC), and the cell pellet was washed twice. The concanavalin A bead suspension was added and mixed on a tube rotator for 5 min at room temp. Cell/bead conjugate suspensions were resuspended in Antibody Binding Buffer (Digitonin + Spermidine + PIC) containing 5 µL of p-STAT3 antibody (CST cat#9145S) and control reaction with 5 µL of Rabbit IgG (CST, cat# 66362S) and incubated in a tube rotator overnight at 4 °C. The following day, cell/bead suspensions were washed in Digitonin Buffer (+Spermidine+PIC) three times and resuspended in Digitonin Buffer; then, 50 µL of pAG-MNase pre-mix was added to each tube and gently mixed by pipetting up and down, followed by placing the cells on a rotator at room temperature for 1 h followed by two washes in Digitonin Buffer. MNase was activated by adding 3 µL of cold Calcium Chloride to each reaction, and tubes were rotated at 4°C for 30 min. Following this step, the beads were rotated at 37°C for 10 min, followed by centrifugation at 16,000× *g* for 2 min at 4°C, and placed on a magnetic rack until the solution was clear. The enriched chromatin sample in the supernatant was transferred to a fresh 1.5 mL microcentrifuge tube and processed for DNA purification using NucleoSpin Gel and PCR Clean-up kit from MACHEREY-NAGEL GmbH & Co., Germany (cat# 740609.50). The purified DNA was processed for the RT-qPCR analysis using site-specific primer sets (Supplementary Table S1), and data obtained were presented as fold enrichment compared to IgG controls.

### 4.11. Statistical Analysis

Data are shown as the mean ± standard deviation (SD). Student’s *t*-test was applied to compare the means of the two groups, and a two-way analysis of variance (ANOVA) with Tukey’s post hoc test for the least significant difference was used for multiple comparisons. *p* < 0.05 was considered statistically significant (2-tailed). GraphPad Prism 9.3.1 (GraphPad Software, San Diego, CA, USA) was used for data analysis.

Differences in miRNA and gene expression between control endometrium and eutopic endometrium and ectopic lesions were compared following normalization against U6 and RPS17, 18S, 36B, respectively. Statistical analyses were performed using Prism 8.3.4 (GraphPad Software Inc. La Jolla, CA, USA). All data were expressed as mean ± SD. Student’s 2-tailed *t*-test was used for comparisons of 2 groups, and 1-way ANOVA with a least significant difference post hoc test was used for multiple comparisons. *p* value less than 0.05 was considered significant.

For mice samples, the fold change expression of miR21 was compared with the uterus. Statistical analyses were performed after log transformation for normalization. A paired *t*-test was performed for the comparison of eutopic versus ectopic. An unpaired *t*-test was performed for uterus versus eutopic tissue comparison. *p* values less than 0.05 were considered significant.

## 5. Conclusions

In this study, we hypothesized that the inflammatory environment, specifically IL-6, in the peritoneal cavity of women with endometriosis could upregulate miR-21 via *STAT3*, leading to an increase in fibrosis in endometriosis (Figure 15). The goals were as follows: determine the mechanisms by which the inflammatory environment driven by IL-6 in endometriosis can upregulate miR-21; determine how miR-21 can modulate the *TGF-β* pathway by the inhibition of *Smad7* to enhance fibrosis; and lastly, understand the interplay between the *TGF-β* pathway/miR21 and *CTGF* and how they contribute towards endometriosis-associated fibrosis.

These studies contribute to a continuously growing body of knowledge of possible factors that regulate fibrosis in endometriosis. We are the first group to show a correlation between miR-21 and its role in the development of fibrosis in endometriotic lesions.

While these studies also discovered new interactions between IL-6 and miR-21, additional studies are needed to fully understand how the inflammatory environment can modulate the action of miRNAs. In addition, our findings align with other recent studies that showed that a persistent activation of *STAT3* via IL-6 signaling is involved in fibrosis in endometriosis [68]. These novel studies have provided new insight into the role of miR-21 and its impact on fibrosis in the context of endometriosis.

## Figures and Tables

**Figure 1:**
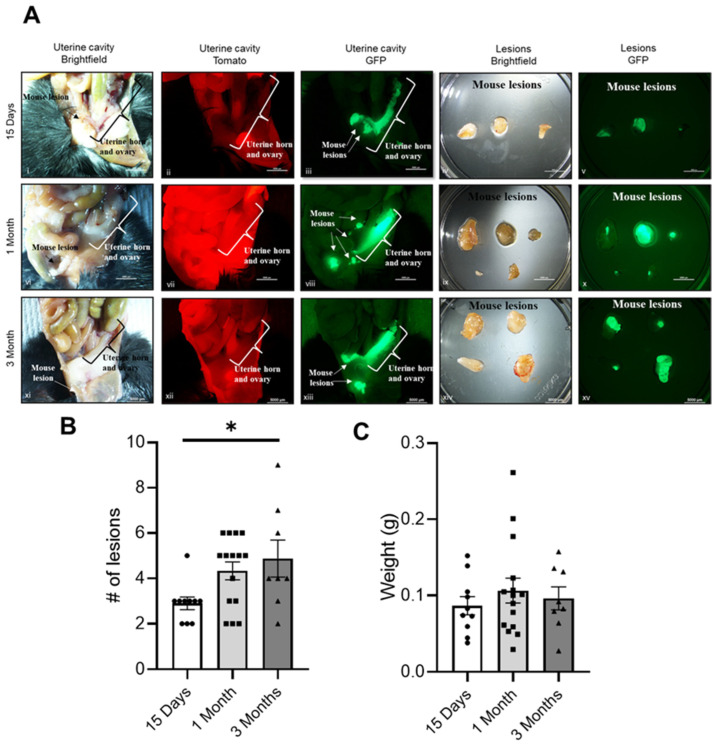
Progression of endometriosis using the Pgr cre/+ Rosa26 mT/mG mouse model: (**A**) Brightfield, Tomato red and GFP images of the uterine cavity of the mouse at 15 days, 1 month and 3 months after induction of endometriosis. Lesions collected from those animals are shown with brightfield and GFP. Scale bar: 5000 μm. (**B**) Comparison of the number of lesions. * *p* < 0.05 and (**C**) weight of the lesions over time. Mice at 15 days (*n* = 10), 1 month (*n* = 15) and 3 months (*n* = 8).

**Figure 2:**
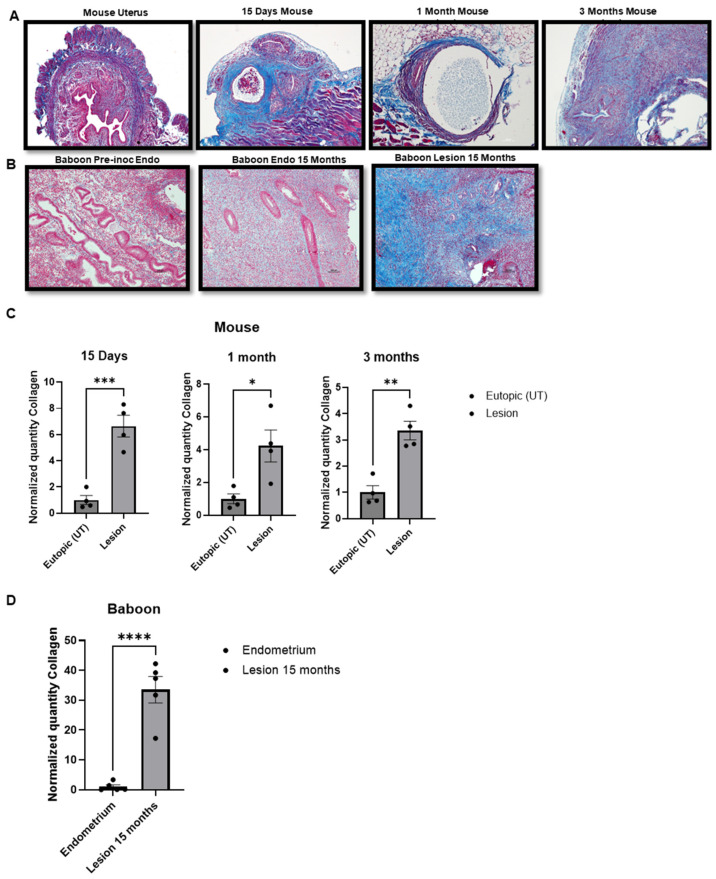
Masson’s trichrome staining: (**A**) Mouse uterus and 15 days (*n* = 4), 1 month (*n* = 4) and 3-month lesions (*n* = 4) Deposition of collagen (blue) around the endometriotic lesion. (**B**) Baboon pre-inoculation endometrium, endometrium after 15 months with endometriosis and 15-month endometriotic lesion (*n* = 5). Deposition of collagen (blue) around the endometriotic lesion. Scale bar: 100 μm. (**C**) Collagen quantification in the mouse model of endometriosis at 15 days, 1 month and 3 months. (**D**) Collagen quantification in the baboon model of endometriosis. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 3:**
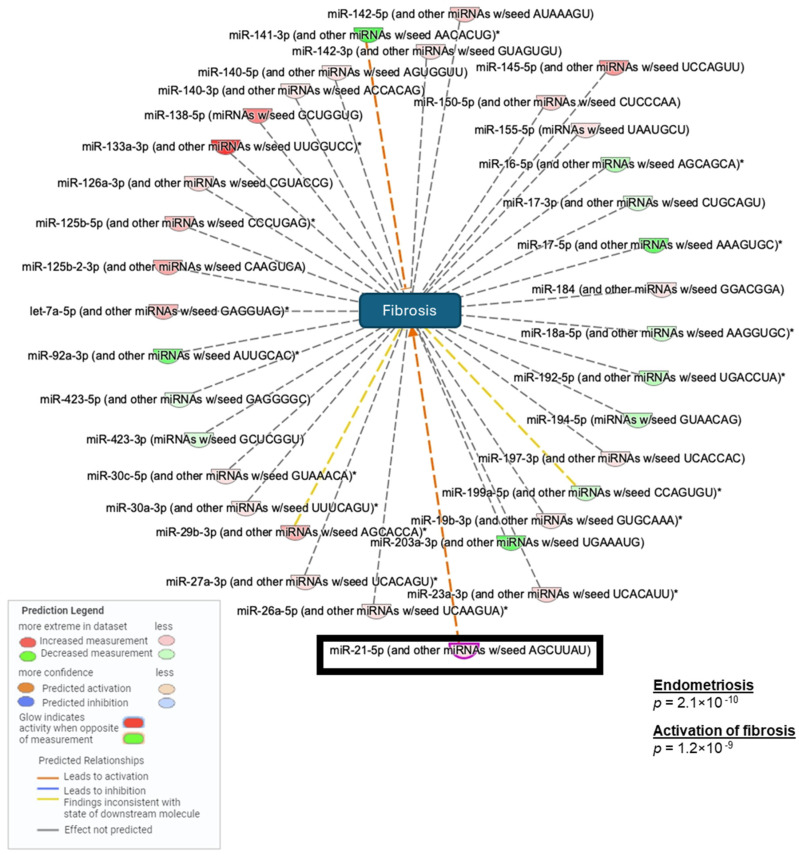
Differentially expressed (DE) miRNAs associated with activation of fibrosis in endometriosis between eutopic and ectopic endometrium in 15-month baboon samples. Small RNA-seq analysis shows the most relevant miRNAs involved in the development of fibrosis, including miR-21. All baboon samples combined, *n* = 24. (*) Multiple DE microRNAs identified within the same familiy of microRNAs.

**Figure 4:**
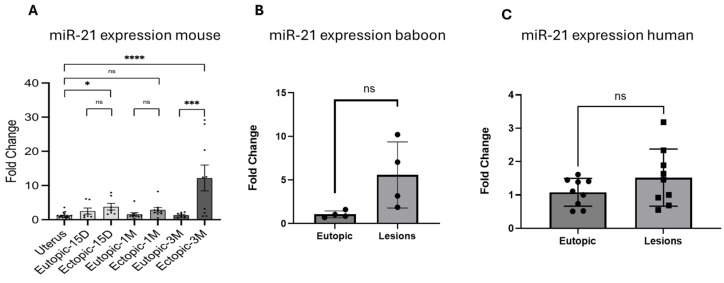
miR-21 expression in mouse, baboon and human lesions: (**A**) mir-21 fold change comparing uterine lesions and matched eutopic lesions in mice at 15 days (*n* = 7), 1 month (*n* = 10) and 3 months (*n* = 9) with endometriosis; (**B**) baboons at 15 months after endometriosis induction (*n* = 4), (**C**) women (*n* = 9) with endometriosis. ns (not significant), * *p* < 0.05, *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 5:**
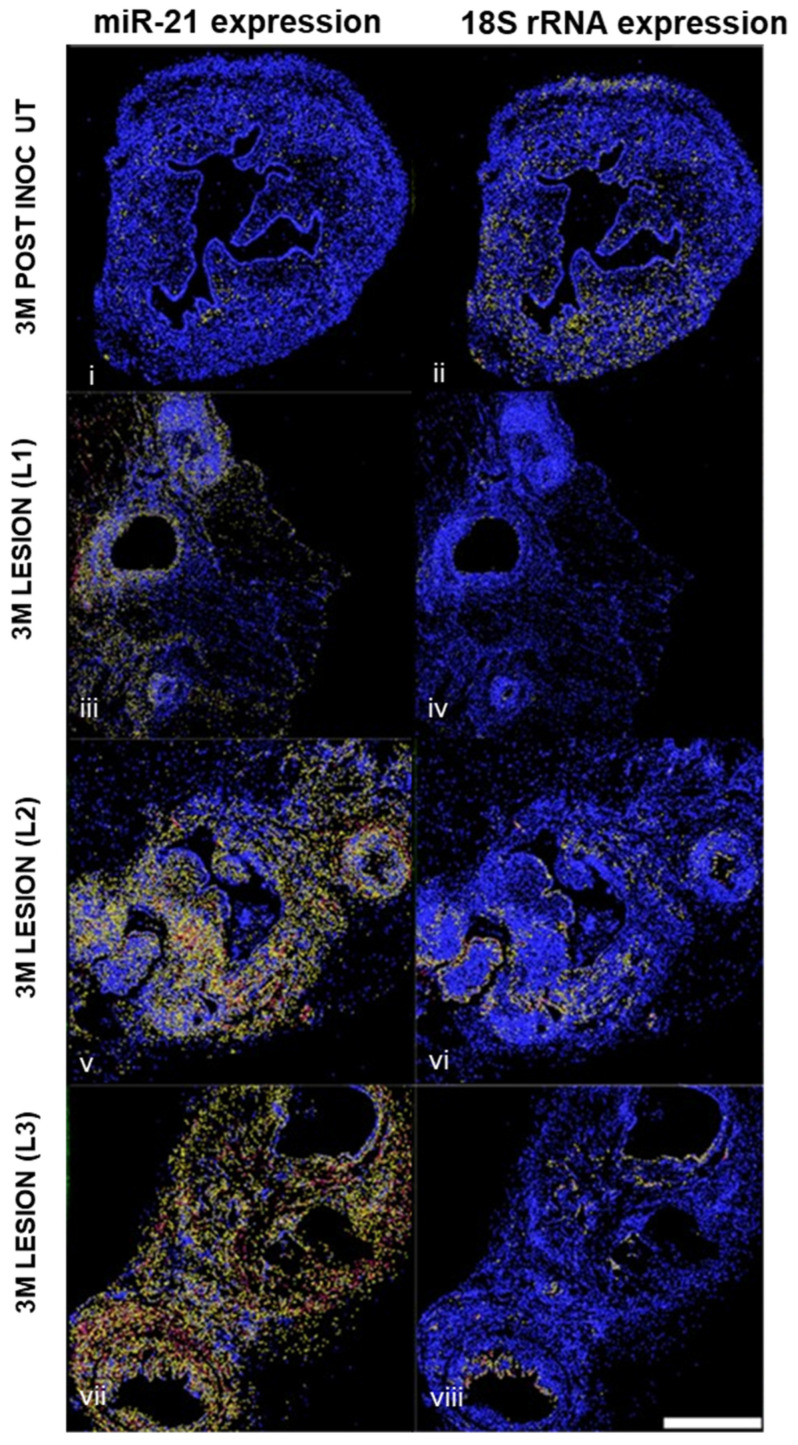
In situ hybridization of miR-21 expression and 18SrRNA expression in mouse uterus and lesions (*n* = 3). Staining intensity was displayed in blue, yellow or red depending on their low to high intensity. Scale bar: 500 μm.

**Figure 6:**
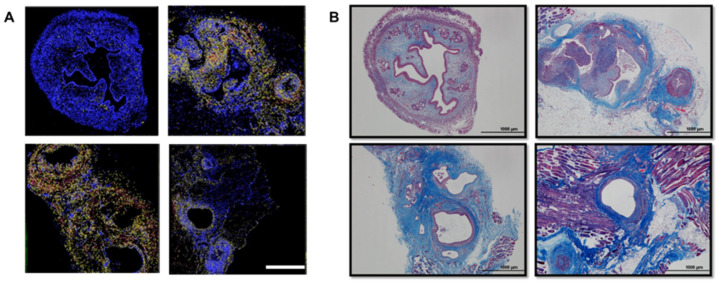
Correlation of miR-21 expression with fibrosis in mouse uterus and three months mouse lesions: (**A**) In situ hybridization of miR-21. miR-21 is present in the stromal cells within the endometriotic lesions; (**B**) Masson’s trichrome staining of the adjacent mouse sections of the uterus and 3-month lesions. Note the deposition of collagen (blue) within the endometriotic lesion. (*n* = 3) Scale bar: 1000 μm.

**Figure 7:**
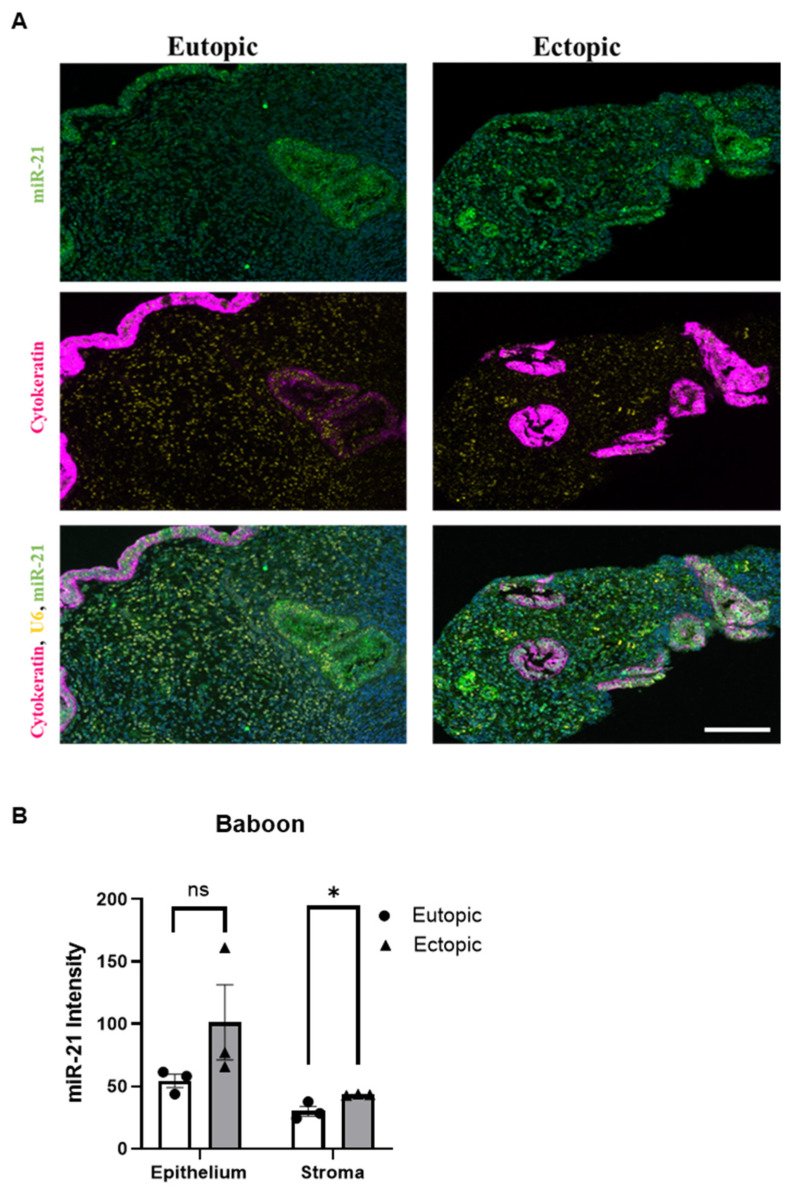
In situ hybridization of miR-21 in the baboon model: (**A**) The left panel shows the in situ hybridization of the eutopic endometrium of the baboon and the right panel shows an ectopic lesion. miR-21 is represented in green, cytokeratin in pink and U6 in yellow. (*n* = 3). Scale bar 300 px. (**B**) miR-21 quantification in eutopic and ectopic . ns (not significant), * *p* < 0.05.

**Figure 8:**
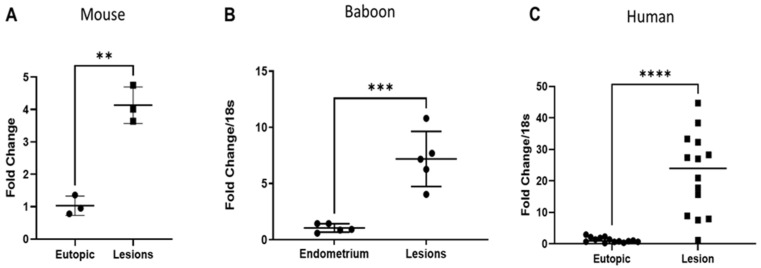
Expression of *CTGF* in (**A**) mouse, (**B**) baboon and (**C**) women with endometriosis. A significant increase in *CTGF* expression in lesions was evident in mouse (*n* = 3), baboon (*n* = 5) and women with endometriosis (*n* = 14). ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 9:**
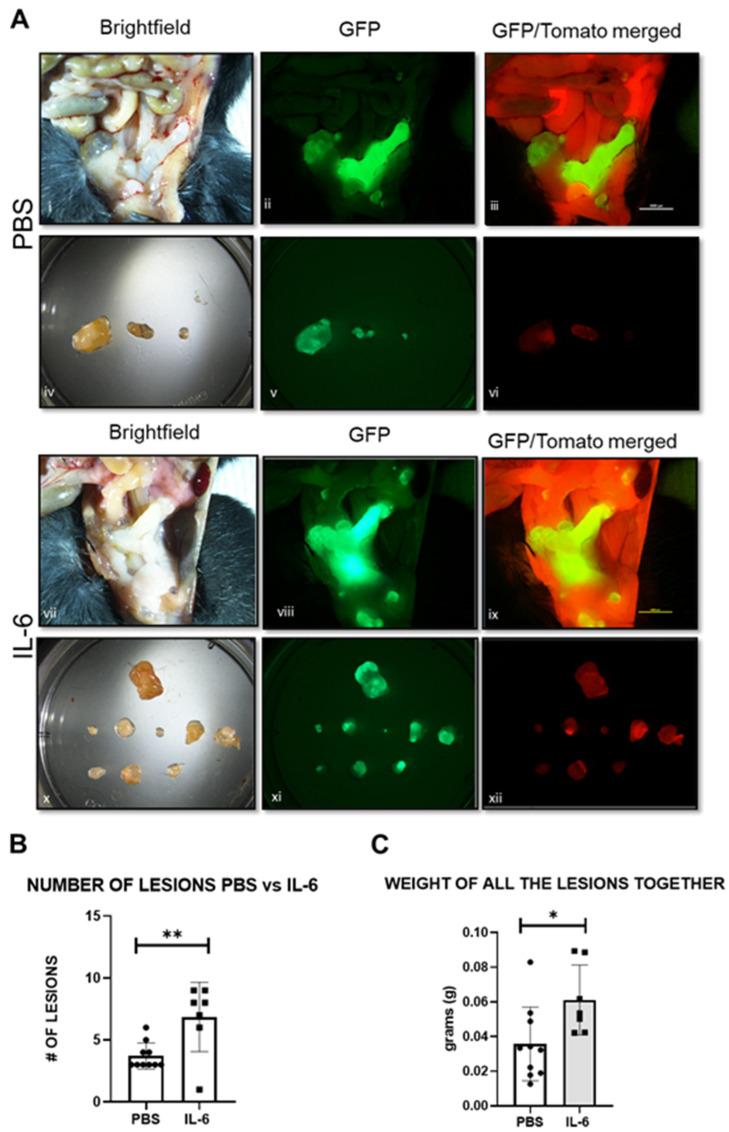
Mouse lesions and uterus following PBS and IL-6 treatment: (**A**) Representative pictures in brightfield (i,iv,vii,x) and fluoresce GFP (ii,v,vii,xi) and GFP/Tomato merged (iii,vi,ix,xii). (**B**) Number of lesions in mice injected with PBS (*n* = 10) or IL-6 (*n* = 7). (**C**) Weight of all the lesions pooled together in animals injected with PBS or IL-6. * *p* < 0.05, ** *p* < 0.01.

**Figure 10:**
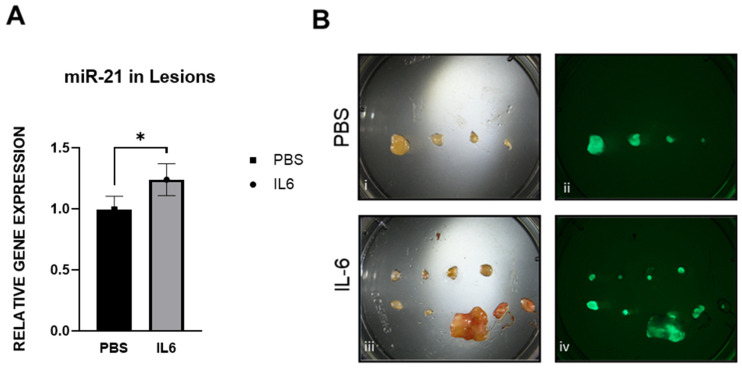
Comparison of miR-21 expression between mice injected with PBS and IL-6: (**A**) Expression of miR-21 in PBS (*n* = 4) compared with IL-6 treated mice (*n* = 3) (**B**) Representative pictures of lesions from PBS and IL-6 mice in brightfield (i,iii) and under fluorescence GFP (ii,iv). * *p* <0.05.

**Figure 11:**
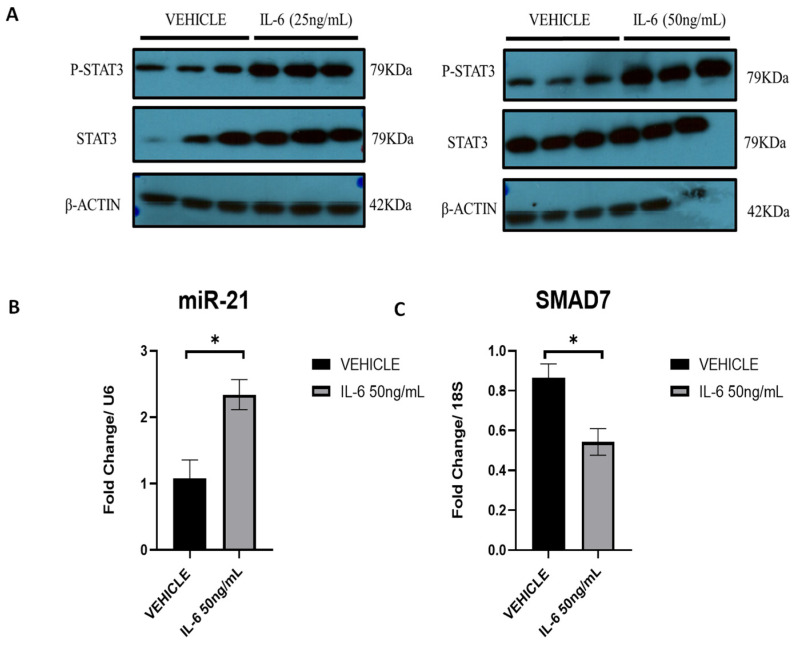
Regulation of miR-21 expression via P-STAT3: (**A**) Western Blot at 24 h of p-STAT3 and STAT3 in ectopic stromal cells in the presence of recombinant IL-6 at 25 ng/mL and 50 ng/mL. (**B**) RT-qPCR analysis at 12 h of the miR-21 expression. (**C**) RT-qPCR analysis of the miR-21 target, SMAD7 expression (*n* = 3). * *p* < 0.05.

**Figure 12:**
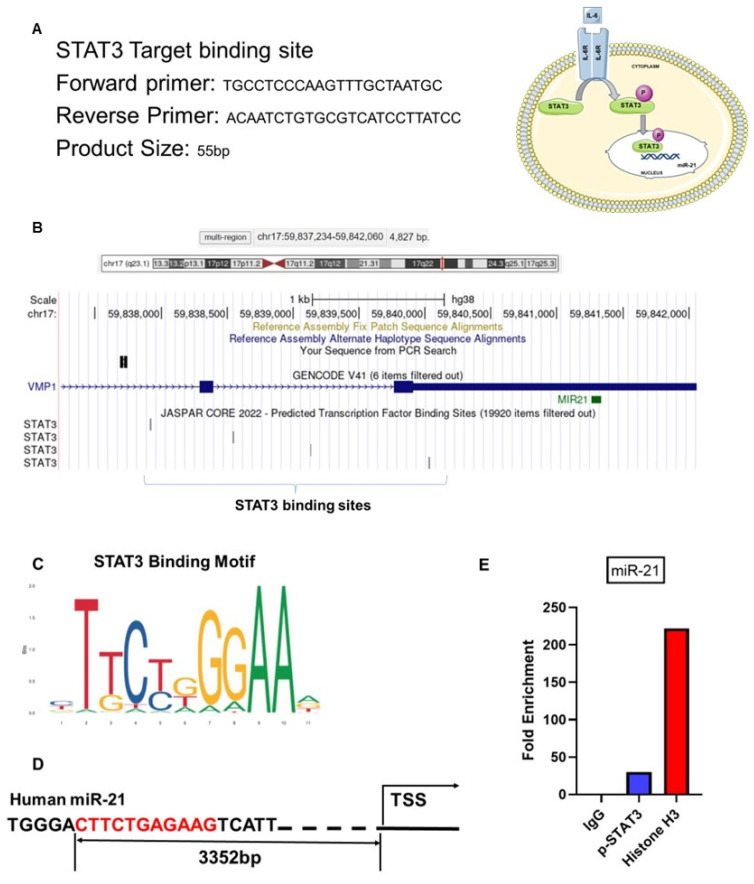
Predicted Transcription Factor binding sites for *STAT3*: (**A**) The primer used for the binding site. (**B**) The results from the transcription factor binding profile database JASPAR CORE 2022. The present study suggests that the expression of miR-21 is increased in ectopic stromal cells via *p-STAT3* binding. (**C**,**D**) The predicted *STAT3* binding site of human miR-21 promoter. (**E**) The binding efficiency of *STAT3* on the human miR-21 promoter enhanced by IL-6 stimulation.

**Figure 13:**
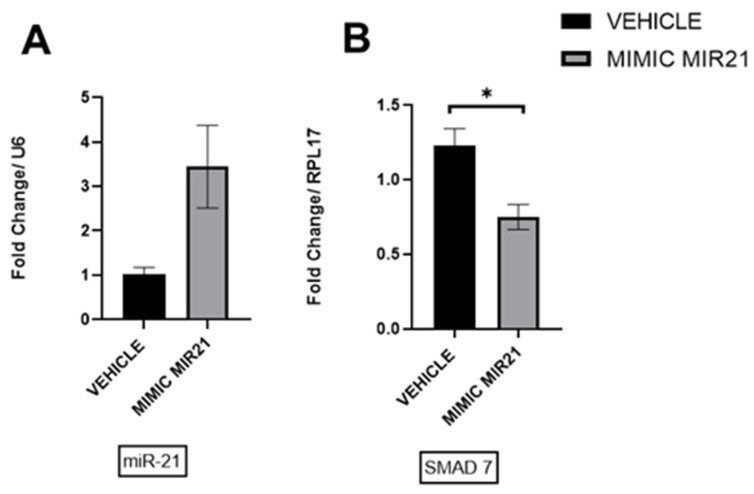
Overexpression of miR-21 in ectopic stromal cells: (**A**) Upregulation of miR-21 (**B**) was associated with the downregulation of Smad7 mRNA (*n* = 3). * *p* < 0.05.

**Figure 14:**
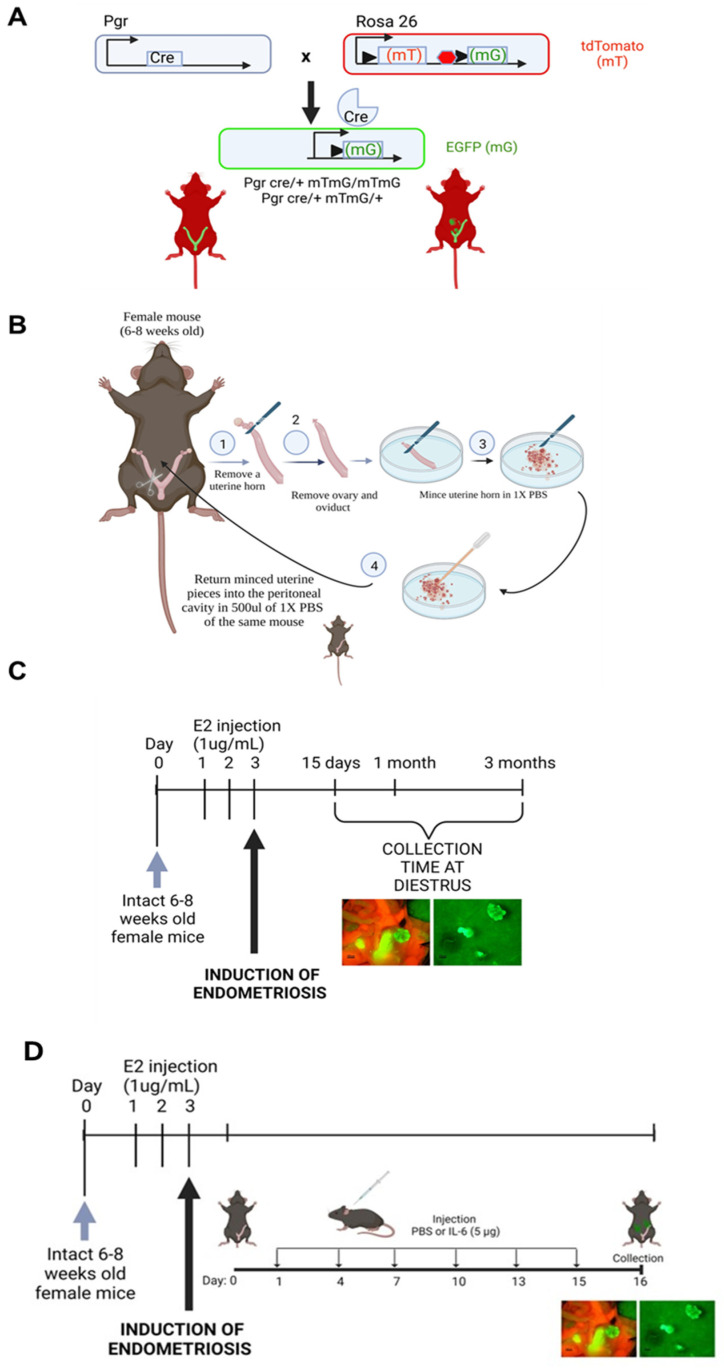
Mouse model used for the induction of endometriosis: (**A**) Schematic diagram of the mT/mG mouse construct before and after Cre-mediated recombination. (**B**) Diagram illustrating the surgical procedure for the induction of endometriosis using the double-fluorescent Cre reporter mouse. (**C**) Schematic diagram of the induction of endometriosis in the mT/mG mouse model of endometriosis. Lesions for the analysis were collected at 15 days, 1 month and 3 months post-induction during diestrus. (**D**) Experimental design of the mouse model of endometriosis and the days of injection of IL-6 or PBS after endometriosis induction. Created with BioRender.com.

**Figure 15:**
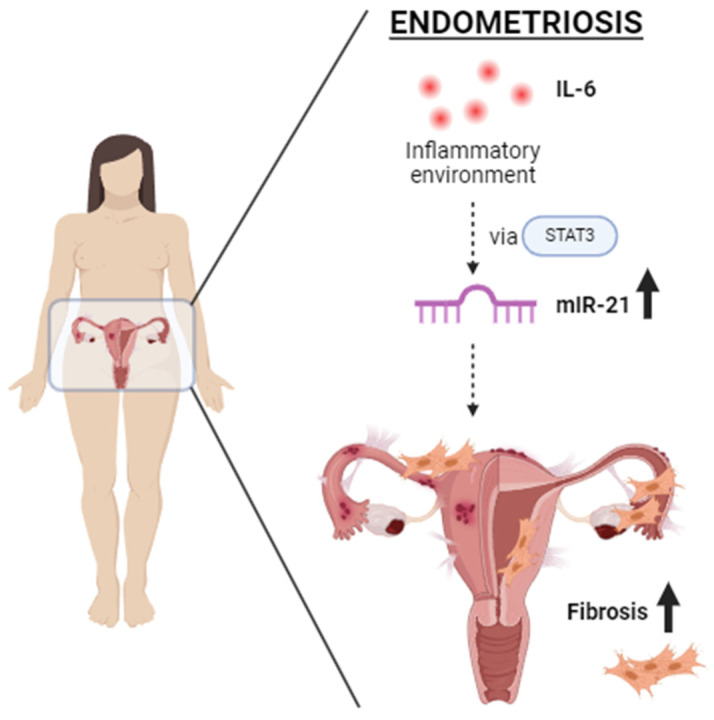
Proposed hypothesis: The inflammatory environment, particularly IL-6, in the peritoneal cavity of women with endometriosis can upregulate miR-21 via STAT3, leading to an increase in fibrosis in endometriotic lesions.

## Data Availability

Raw fastq files were deposited in the National Center for Biotechnology information Gene Expression Omnibus (GSE274922).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25168994/s1.

# Supplementary material for: The Regulation of MicroRNA-21 by Interleukin-6 and Its Role in the Development of Fibrosis in Endometriotic Lesions
**Source:** Int J Mol Sci. 2024 Aug 19;25(16):8994. doi: 10.3390/ijms25168994
**Supplement:** Supplementary file 1

Supplementary Table S1. RT-qPCR primer list CUT&RUN.

Gene	Species	Primer Sequence
pSTAT3	Human	(F) 5'-TGCCTCCCAAGTTTGCTAATGC-3'<br>(R) 3'-ACAATCTGTGCGTCATCCTTATCC-5'

Supplementary Table S2. RT-qPCR primer list.

Gene	Species	Primer Sequences
CTGF	Human	(F)5'-CAG CAT GGA CGT TCG TCT G-3'
	Baboon	(R)5'-AAC CAC GGT TTG GTC CTT GG-3'
CTGF	Mouse	F)5'-GGG CCT CTT CTG CGA TTT C-3'
		(R)5'-ATC CAG GCA AGT GCA TTG GTA-3'
RPL17	Human	(F)5'-ACG AAA AGC CAC GAA GTA TCT-3'
	Baboon	(R)5'GAC CTT GTC TCC AGC CCC AT-3'
18S	Human	(F)5'-TGA TTA AGT CCC TGC CCT TTG T-3'
	Baboon	(R)5'-TCA AGT TGC ACC GTC TTC TCA G-3'
18S	Mouse	(F)5'- GTA ACC CGT TGA ACC CCA TT-3'
		(R)5'CCA AAT CGG TAG TAG CG-3'
MiR-21	Human	UAGCUUAUCAGACUGAUGUUGA
	Mouse	
	Baboon	
U6	Human	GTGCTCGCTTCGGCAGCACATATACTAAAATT
	Baboon	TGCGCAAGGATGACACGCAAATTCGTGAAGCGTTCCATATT
SMAD7	Human	(F)5'-TTC CTC CGC TGA AAC AGG G-3'
		(R)5'-CCT CCC AGT ATG CCA CCA C-3'
SMAD7	Mouse	(F)5'-GGC CGG ATC TCA GGC ATT C-3'
		(R)5'-TTG GGT ATC TGG AGT AAG GAG G-3'
36B4	Mouse	(F)5'- CAT CAC CAC GAA AAT CTC CA-3'
		(R)5'- TTG TCA AAC ACC TGC TGG AT-3'

How the deposited data were processed for this re-analysis (not part of the article)

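Small RNA sequencing covered 24 libraries, a lesion and the eutopic endometrium of each of 12 baboons, 8 with induced disease (15 months after induction) and 4 with spontaneous disease. The authors trimmed adapters and low-quality bases with Trim Galore 0.3.3, mapped and quantified the reads against human miRNAs with miRDeep2, and deposited the resulting raw count per mature miRNA, precursor and library; they tested the counts with edgeR 3.22.5 in its robust form. The mismatches allowed, the handling of reads that match several miRNAs and the model formula are not given in the sources used here. The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

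The table names 2656 mature miRNAs in 2888 combinations with a precursor. Of the 168 mature miRNAs with several precursors, 15 have precursor totals that differ by more than 10%; the precursor with the highest total over all libraries stood for the mature miRNA. Library totals after this step were 2592999 to 7573913 counts, and 603 to 751 miRNAs had a count in a library. A miRNA at 3 counts lies at 0.396 to 1.16 CPM, a floor that covers counting error only. Within each condition every 2 libraries differed by more than counting error (smallest chi-square per degree of freedom 148.8 over 68 pairs), so that no library was a copy of another of its condition; libraries of different conditions were not compared. The first principal component held 40.2% and the second 9.43% of the variance of log2 CPM.

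Lesion and eutopic endometrium of 1 animal were paired by the animal identifier in the labels. The correlation of the deviations of both tissues from their group means was −0.14 to 0.48 (median 0.18), and above 0.1 in 7 of 12 animals. Comparisons were induced lesions with their eutopic endometria (8 pairs), spontaneous lesions with theirs (4 pairs), all 12 pairs, spontaneous with induced lesions, spontaneous with induced eutopic endometria, and the difference of the lesion effect between both diseases. Each fit took only the libraries compared and the miRNAs with at least 2 CPM in at least 2 of them, with TMM factors and edgeR's robust quasi-likelihood fit; the animal entered as a block wherever both tissues were compared. Adjusted p-values are Benjamini-Hochberg values and the threshold was 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Differences within pairs were tested with two-sided exact sign-flip permutations of log2 CPM with a prior count of 1, and correlations over animals with 100000 permutations. Tested on simulated data with the same group sizes, the quasi-likelihood test recovered 71% of 2-fold and 96% of 4-fold changes in the combined comparison of 527 miRNAs (1.76% of calls were false). It recovered 67% and 95% in the induced comparison of 507 miRNAs and 21% and 73% in the spontaneous comparison of 485 miRNAs. In each simulation 200 miRNAs were changed at once. With fewer changed the adjustment is stricter and recovery can be lower. The simulated miRNAs also varied independently of each other, so the shares need not hold for the real data. There the 12 epithelial miRNAs had a median log2 fold change of −3.50 in spontaneous disease, and 0 passed.

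Lists of miRNAs were fixed before the data were examined, from general knowledge of tissue and function: epithelial, ciliated cell, miR-192/194/215, smooth muscle and fibroblast, striated muscle, endothelial, leukocyte, erythroid, miR-17~92 and paralogous clusters, miR-29, let-7, miR-30, profibrotic, antifibrotic, inflammation-induced, imprinted 14q32, miR-424/503, gonadal, liver, neuronal and hypoxia-induced. Lists with at least 3 measured members were tested with camera at a preset correlation of 0.01. In simulated data on 527 miRNAs, 16 of 18 lists shifted 2-fold were called and 0 of 282 unrelated lists. The simulated miRNAs varied independently of each other. These values therefore cannot tell how often camera calls a list falsely where miRNAs are correlated.

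The text names miRNAs by a rule. For the combined comparison it takes the 10 largest rises and the 10 largest falls among miRNAs with an adjusted p under 0.05, an average log2 CPM of at least 3 and the same direction in all 12 pairs, and for the induced and the spontaneous comparison the 5 largest of either kind. For the other comparisons it takes the miRNAs past the threshold or, failing these, those with the smallest adjusted p, up to 12. It adds miR-21-5p and miR-21-3p, the 5 miRNAs with the highest mean CPM, the miRNAs of Figure 3, read from the picture and used in no test, and up to 4 members per list by mean CPM. miRNAs called by another tool only were named after their values were seen.

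Alternatives set before the data were examined were DESeq2's median-of-ratios factors, library totals alone, no filter, edgeR's filterByExpr, counts summed over precursors, every precursor kept apart, edgeR-robust, DESeq2's Wald test, no replicate block, edgeR-robust with no block, spontaneous lesions against all 12 eutopic endometria with no block, each animal left out in turn, and for lists camera with an estimated correlation and limma's fry. Library totals without miR-143-3p and miR-10b-5p, further choices of eutopic endometria and leaving out PA5655 and PA6303 together were added after seeing the data. The pathway analysis of the paper, its other experiments and genome positions of miRNAs were not analysed here.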

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

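The tests of a few miRNAs taking most of the counts, of fewer epithelial cells and of muscle tissue in the sampled piece were chosen only after the results were seen; the test of leukocytes was set before.

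miR-21-5p was higher in the lesions of 11 of 12 animals after TMM scaling and of 5 of 12 per library total. Its log2 fold change was 0.62 once the totals left out miR-143-3p and miR-10b-5p. On average this lowers the lesion totals more, and so raises the fold changes of other miRNAs in general. A few miRNAs taking most of the counts can thus be a part of the gap between both scalings. The test cannot tell anything particular to miR-21-5p. Leukocytes in the lesion may contribute to the rise after TMM scaling. The difference in miR-21-5p within animals had r = 0.45 with that in leukocyte miRNAs (permutation p = 0.142, Spearman's rho = 0.58, p = 0.0519, n = 12, adjusted p = 0.142 over 2 relations). The r was 0.34 without PA6303 and PA7258 and 0.26 in the 8 induced animals, which leaves a part of leukocytes open. The lesion tissue itself, the biological difference in the design, stays open as untested.

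Striated muscle miRNAs rose by 3.16 ± 2.61 on the log2 scale (SD, 11 of 12 animals) and endothelial ones by 1.11 ± 0.73 (SD, 11 of 12). A loss of epithelial cells would raise both alike if these cells make neither, which was not tested. Under that premise the difference of 2.04 ± 2.53 (SD, 10 of 12 animals, exact sign-flip permutation p = 0.0166) argues against such a loss as the whole cause. The size of the striated muscle rise is uncertain for members near the floor, such as miR-133b, at 0.538 CPM on average in induced eutopic endometrium. The striated muscle difference followed that of the smooth muscle miR-145-5p across 12 animals (r = 0.93, permutation p = 6.00e-05, rho = 0.87, p = 4.70e-04; adjusted p = 1.20e-04 over 2 relations; 0.96 without PA6303 and PA7524; 0.83 in the 8 induced animals), which is consistent with muscle tissue in the sampled piece as a hypothesis. The most abundant striated muscle miRNA, miR-133a-3p, reached 1168 CPM on average in lesions, and miR-206, a skeletal muscle miRNA, at most 0.998 CPM in any library. The list member miR-499a-5p did not pass in all lesions (log2 fold change 0.25, standard error 0.27). Whether muscle belongs to the lesion or to the tissue around it was not tested.

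A single animal stood apart from the others of its condition in 7 of 88 groups, where chance gives about 1 in 20. In log2 CPM, miR-21-5p was 12.4 in the eutopic endometrium of PA7539, against 13.4 to 14.1 in the other induced animals. In the eutopic endometrium of PA7696 the mean of the miR-192, miR-194 and miR-215 family was 6.61 (others 4.53 to 5.37) and that of the imprinted 14q32 cluster 3.94 (others 4.52 to 5.00). Erythroid miRNAs of PA6627 averaged 9.02 in the eutopic endometrium (others 3.03 to 3.69) and 9.63 in the lesion (others 4.47 to 5.32), and its 14q32 cluster 4.27 in the lesion (others 3.68 to 3.70). Neuronal miRNAs averaged 4.45 in the eutopic endometrium of PA7457 (others 3.34 to 3.78).

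For the difference of the lesion effect between spontaneous and induced disease, 9 lists passed camera at the preset correlation. None passed with an estimated correlation (smallest camera adjusted p = 0.445) or with limma's directional fry (smallest adjusted p = 0.378). The mean log2 fold change, spontaneous minus induced, was −1.45 for epithelial (adjusted p = 1.29e-05), −2.54 for erythroid (adjusted p = 2.14e-04) and −0.93 for miR-424 and miR-503 miRNAs (adjusted p = 0.00120). It was 0.25 for the 14q32 cluster (adjusted p = 0.00378), −0.81 for antifibrotic (adjusted p = 0.00423) and −1.06 for miR-192, miR-194 and miR-215 miRNAs (adjusted p = 0.0134). It was −2.74 for striated muscle (adjusted p = 0.0240), −0.57 for smooth muscle and fibroblast (adjusted p = 0.0292) and 1.19 for ciliated cell miRNAs (adjusted p = 0.0292). Among lists with no miRNA in Figure 3, erythroid miRNAs had a mean log2 fold change of 2.91 in all lesions, the 14q32 cluster of −0.81 and the miR-424 and miR-503 cluster of −0.92, each past the camera test at the preset correlation and none with an estimated one (adjusted p = 0.470 for the first 2 lists and 0.484 for the last).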

How the results depend on the processing

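Library totals without miR-143-3p and miR-10b-5p, tests against the 8 induced eutopic endometria, edgeR-robust tests against all 12, and leaving out PA5655 and PA6303 together were chosen only after the results were seen. The count of DE miRNAs in all lesions stayed within 1.5 times its value of 278 under every setting run (245 to 347), and that of induced lesions, 222, likewise (170 to 327).

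In spontaneous disease, where 1 miRNA passed, 0 passed with median-of-ratios factors, filterByExpr, summed precursors, every precursor kept apart or no replicate block, and likewise without any 1 of the 4 animals (47 to 98 at an unadjusted p under 0.05). There were 14 with library totals, 68 with no filter, 45 with edgeR-robust, 48 with DESeq2, 54 with edgeR-robust and no block and 152 against all 12 eutopic endometria with no block, which changes the endometria and the block at once. Settings added later gave 11 with totals without miR-143-3p and miR-10b-5p, 61 without PA5655 and PA6303, 181 against the 8 induced eutopic endometria, and with edgeR-robust 217 against 8 and 2 fewer (2.2e+02) against all 12, all with no block. Between lesions edgeR-robust called 7 and DESeq2 1, where the quasi-likelihood test called 0. Between eutopic endometria edgeR-robust called 11, DESeq2 3 and the fit without PA5655 and PA6303 3, and leaving out 1 animal gave 0 to 8. For the difference of the lesion effect edgeR-robust and DESeq2 called 3 each. The cause was not tested.

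The log2 fold change of miR-21-5p, all lesions versus eutopic endometrium, was 1.05 and fell to 0.18 with library totals; leaving out 1 animal gave 0.93 to 1.14. For miR-21-5p, induced lesions versus eutopic endometrium, it was 0.016 with library totals and 0.85 to 1.15 without 1 animal. For miR-21-5p, spontaneous lesions versus eutopic endometrium, it was 0.77 to 1.52 without 1 animal and passed with no filter (1.03, adjusted p = 0.0457), with no block against all 12 eutopic endometria (1.34, adjusted p = 0.00220; 1.26 with edgeR-robust) and against 8 (1.56; 1.45 with edgeR-robust). The correlation of lesion fold changes between induced and spontaneous disease, 0.80, was 0.56 with no filter, 0.75 with no replicate block and 0.66 to 0.85 without 1 animal. Of the 18 lists tested 11 passed; 0 passed with an estimated correlation, and 9 to 13 under the other settings.

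Library totals lowered the median log2 fold change of all miRNAs from −0.14 to −0.98, and so reversed miRNAs whose change was smaller than this shift. In the combined comparison they gave miR-21-3p −0.59, miR-10a-5p −0.38, miR-26a-5p −0.024, miR-27b-3p −0.12, miR-140-5p −0.61, miR-140-3p −0.50, let-7a-5p −0.68, miR-30c-5p −0.65, miR-30a-3p −0.34, miR-155-5p −0.28, miR-197-3p −0.15, miR-19b-3p −0.63, miR-16-5p −0.66, miR-18a-5p −0.72, miR-199a-5p −0.69, miR-30a-5p −0.35, miR-510-5p −0.40, let-7f-5p −0.56, let-7i-5p −0.72, miR-215-5p −0.64, miR-30e-5p −0.74, miR-9-5p −0.79 and miR-499a-5p −0.58. The direction of a list is camera's, against the other miRNAs, and not the sign of its median. With library totals it was the opposite for let-7 (adjusted p = 0.795), miR-30 (0.587), gonadal (0.831) and neuronal miRNAs (0.967), and for the neuronal list also with no filter (0.848) and with every precursor kept apart (0.853). None of these passed. Totals without miR-143-3p and miR-10b-5p gave the opposite direction for miR-21-3p −0.15, miR-140-5p −0.18, miR-140-3p −0.082, let-7a-5p −0.25, miR-30c-5p −0.22, miR-19b-3p −0.21, miR-16-5p −0.23, miR-18a-5p −0.27, miR-199a-5p −0.27, miR-510-5p −0.083, let-7f-5p −0.14, let-7i-5p −0.28, miR-215-5p −0.20, miR-30e-5p −0.32, miR-9-5p −0.38 and miR-499a-5p −0.17.

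With no replicate block, so that the pairing was not used, 256 miRNAs passed in all lesions and the count for induced lesions stayed within 1.5 times; miR-510-5p turned to −0.25 and miR-129-5p to 0.26, and calls of miR-144-5p, miR-144-3p, miR-192-5p, miR-194-5p, miR-203a-3p, miR-423-3p, miR-424-5p, miR-542-3p and, in spontaneous disease, miR-451a ended, while 6 other named miRNAs passed. With edgeR-robust and no block, miR-10b-5p was 0.016, miR-18a-5p −0.075, miR-30d-5p 0.0037 and miR-34c-5p 0.44. Leaving out 1 animal moved miR-18a-5p between −0.021 and 0.31, miR-30d-5p, combined over both diseases, between −0.12 and 0.0095, miR-34c-5p between −0.35 and 0.28, miR-510-5p between −0.041 and 0.57, miR-215-5p between −0.054 and 0.38, miR-30e-5p between −0.065 and 0.15, miR-9-5p between −0.17 and 0.26 and miR-199a-3p between −0.13 and 0.026; none of these 8 passed in the combined comparison. The cause of these turns was not tested. Depth limits miRNAs near the floor of 0.396 to 1.16 CPM.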

Differences from the paper's values

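Each count was set beside the paper's at the paper's stated thresholds, but not with its test. The paper used edgeR-robust, and the counts found here come from the quasi-likelihood test unless another is named. The paper's stated filter also kept fewer miRNAs here than the paper counts as expressed in these comparisons, and the cause was not found. For spontaneous lesions against eutopic endometrium the paper reports 233 DE miRNAs and 1 was found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count; these gave 0 with median-of-ratios factors, filterByExpr, summed precursors, every precursor kept apart, no replicate block and each animal left out, 14 with library totals, 68 with no filter, 45 with edgeR-robust, 48 with DESeq2, 54 with edgeR-robust and no block and 152 against all 12 eutopic endometria with no block. Settings chosen after seeing the values came within 1.5 times of it: 181 against the 8 induced eutopic endometria, 217 with edgeR-robust against those 8, and 2 fewer with edgeR-robust against all 12, each with no block; how many of the paper's own DE miRNAs these settings drop was not analysed here, since the paper's text does not name them for this comparison.

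As a share the paper reports 41% DE miRNAs in spontaneous lesions and 0.206% was found here. Of the alternatives set before the data were examined, the test against all 12 eutopic endometria with no block (29.2%), which changes the endometria and the block at once, does not differ by more than 1.5 times. The others, from 0% to 11.1%, do.

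Between spontaneous and induced lesions the paper reports 10 DE miRNAs (1.9%), and 0 (0%) were found here. Of the alternatives set before the data were examined, edgeR-robust with 7 (1.50%) does not differ by more than 1.5 times. DESeq2 with 1 (0.214%) does, as do median-of-ratios factors, library totals, no filter, filterByExpr, summed precursors, every precursor kept apart and each animal left out, with 0 each.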

Other observations

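The tests of the number of animals, of the spread between the spontaneous animals and of muscle in the endometria of PA5655 and PA6303 were chosen only after the results were seen; the tests of other groupings were set before.

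Between the eutopic endometria of 4 spontaneous and 8 induced animals, erythroid miRNAs had the smallest adjusted p. miR-451a stood at 991 ± 1855 and 37.7 ± 21.2 CPM (SD), a log2 fold change of 4.71 (standard error 1.02, adjusted p = 0.123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This rests on PA6627, at 2793 CPM of miR-451a when all 24 libraries are scaled together, against 19.0 to 66.5 CPM in the other 3 spontaneous and 15.1 to 64.1 CPM in the 8 induced animals. miR-143-3p had a log2 fold change of 1.78 (standard error 0.45), miR-133b of 3.97 (standard error 1.01) and miR-1-3p of 4.07 (standard error 1.08). These rest on PA5655 and PA6303. The mean log2 CPM of striated muscle miRNAs was 5.39 and 4.96 there, 0.865 and 0.103 in PA6627 and PA6762, and 0.352 to 2.82 in the induced animals, and miR-143-3p in PA6627 and PA6762 also lay within the induced range. Of the miRNAs tested 0 passed by the quasi-likelihood test, 54 had an unadjusted p under 0.05, edgeR-robust called 11 and DESeq2 3. Leaving out PA6303 gave 3 calls (miR-144-5p, miR-144-3p and miR-451a), leaving out PA6627 gave 5 (miR-133b, miR-145-3p, miR-143-3p, miR-143-5p and miR-23b-3p) and leaving out PA6762 gave 8, 7 of them erythroid or muscle miRNAs. Of the lists, 10 passed with camera and 0 with an estimated correlation (smallest adjusted p = 0.455). Lower in spontaneous animals were epithelial (median −0.65, camera adjusted p = 1.24e-04, 0 of 12 when adjusted over the list alone), ciliated cell (median −3.46, camera adjusted p = 0.00202, 5 of 6) and 14q32 miRNAs (median −0.19, camera adjusted p = 0.0138, 0 of 58). Higher were smooth muscle and fibroblast (median 0.53, camera adjusted p = 0.00162, 4 of 16), profibrotic (median 0.37, camera adjusted p = 0.00445, 0 of 11), striated muscle (median 3.06, camera adjusted p = 0.0146, 4 of 5), leukocyte (median 0.89, camera adjusted p = 0.0251, 5 of 8), inflammation-induced (median 0.39, camera adjusted p = 0.0251, 2 of 11), erythroid (median 4.71, camera adjusted p = 0.0430, 4 of 5) and let-7 miRNAs (median 0.14, camera adjusted p = 0.0480, 0 of 9). The mean log2 CPM of ciliated cell miRNAs was 6.64 in PA7696, 0.469 to 4.31 in the other 7 induced animals and 0.653 to 2.34 in the 4 spontaneous ones, and the list was not tested without PA7696. The paper does not report this comparison.

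Of 58 measured miRNAs of the imprinted 14q32 cluster, 44 were lower in all lesions and none higher (49 lower when adjusted over the list alone; median −0.77, camera adjusted p = 1.78e-10; adjusted p = 0.470 with an estimated correlation). Of 7 miR-424 and miR-503 miRNAs 4 were lower, among them miR-424-3p (−1.61, standard error 0.25; median −0.84, camera adjusted p = 0.0405; adjusted p = 0.484 with an estimated correlation), and the list did not pass with library totals. Without the animal as a block 2 of these 4, miR-424-5p and miR-542-3p, did not pass. Of 16 miRNAs of the proliferation cluster miR-17~92 and its paralogs 6 were lower (median −0.41, camera adjusted p = 0.0291; adjusted p = 0.484 with an estimated correlation). The let-7 (median 0.26, camera adjusted p = 0.0813), miR-30 (median 0.20, camera adjusted p = 0.195), gonadal (median −1.81, camera adjusted p = 0.594) and neuronal miRNAs (median −0.24, mean 0.01, camera adjusted p = 0.938) did not pass with either scaling. For these 4 lists camera, which compares a list with the other miRNAs, gave the opposite direction with library totals, which says nothing on the sign of the medians. In these, 2 of 9 let-7, 1 of 7 miR-30 and 1 of 5 neuronal miRNAs were higher and 1 of 3 gonadal miRNAs lower; adjusted over the list alone the counts were the same except for the gonadal list, with 0. No liver miRNA was measured above the filter.

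Chance alone is unlikely for the 222 miRNAs called in induced lesions, where 1 of 100 swaps of tissue within pairs, the real one, gave as many. The highest other gave 12. Chance is also unlikely for the 278 in all lesions (1 of 100, highest other 252, with 1 pair swapped). The 100 are a part of all possible swaps, and 1 of 100 is the smallest share they can give. For the 11 lists chance cannot be excluded, since 8 of 100 gave as many, the highest other 12 with 1 pair swapped. In spontaneous disease 8 splits are too few for a share under 0.05 (real count 1, highest other 0). For the comparisons with 0 calls all 100 of 100 splits gave as many, which a real count of 0 fixes in advance. This share therefore tells nothing on chance. The highest other was 25 between lesions, 16 between eutopic endometria and 1 for the difference of the lesion effect. The 25 and 16, each the highest of its splits, point to a structure of the samples. Which structure this is was not tested.

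In spontaneous disease few miRNAs were called. Of 70 sets of 4 induced animals, 0 had as few calls (4 to 173, median 91.5), which argues against the number of animals alone. The sets overlap, since all come from the same 8 animals, and are not 70 independent draws. A larger spread may contribute: 62 of the 70 sets had a median standard error smaller than the 0.480 of the spontaneous animals (0.257 to 0.523, median 0.403), which leaves this open. Leaving out PA5655 and PA6303, whose endometria were highest in miR-133a-3p and miR-145-5p, gave 61 calls with 1 residual degree of freedom, and leaving out the other pairs of animals 0, 0, 1, 18 and 19; muscle in these endometria could contribute and stays open.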
